# A candidate gene identified in converting platycoside E to platycodin D from *Platycodon grandiflorus* by transcriptome and main metabolites analysis

**DOI:** 10.1038/s41598-021-89294-1

**Published:** 2021-05-07

**Authors:** Xinglong Su, Yingying Liu, Lu Han, Zhaojian Wang, Mengyang Cao, Liping Wu, Weimin Jiang, Fei Meng, Xiaohu Guo, Nianjun Yu, Shuangying Gui, Shihai Xing, Daiyin Peng

**Keywords:** Molecular biology, Plant sciences

## Abstract

Platycodin D and platycoside E are two triterpenoid saponins in *Platycodon grandiflorus*, differing only by two glycosyl groups structurally. Studies have shown β-Glucosidase from bacteria can convert platycoside E to platycodin D, indicating the potential existence of similar enzymes in *P*. *grandiflorus*. An L_9_(3^4^) orthogonal experiment was performed to establish a protocol for calli induction as follows: the optimal explant is stems with nodes and the optimum medium formula is MS + NAA 1.0 mg/L + 6-BA 0.5 mg/L to obtain callus for experimental use. The platycodin D, platycoside E and total polysaccharides content between callus and plant organs varied wildly. Platycodin D and total polysaccharide content of calli was found higher than that of leaves. While, platycoside E and total polysaccharide content of calli was found lower than that of leaves. Associating platycodin D and platycoside E content with the expression level of genes involved in triterpenoid saponin biosynthesis between calli and leaves, three contigs were screened as putative sequences of β-Glucosidase gene converting platycoside E to platycodin D. Besides, we inferred that some transcription factors can regulate the expression of key enzymes involved in triterpernoid saponins and polysaccharides biosynthesis pathway of *P. grandiflorus*. Totally, a candidate gene encoding enzyme involved in converting platycoside E to platycodin D, and putative genes involved in polysaccharide synthesis in *P. grandiflorus* had been identified. This study will help uncover the molecular mechanism of triterpenoid saponins biosynthesis in *P*. *grandiflorus*.

## Introduction

*Platycodon grandiflorus* (Jacq.) A. DC., a perennial herb, is the sole species in genus Platycodon within the Campanulaceae family. The flowers of *P*. *grandiflorus* are blue purple or white, which can be used for ornamental and horticultural purpose. The root (platycodi radix) of *P*. *grandiflorus* has diverse pharmacological activities and can be used for the treatment of some chronic inflammatory diseases such as asthma, bronchitis and tuberculosis^1^. The dried form of the platycodi radix is officially listed as a traditional herbal medicine in the Chinese, Korean and Japanese Pharmacopoeia^2^. It is also being pickled in northeast China, and made into kimchi in the Korean Peninsula. It has medicinal, edible, ornamental value in one, with immeasurable development prospects.

As a traditional Chinese herb, *P*. *grandiflorus* is a rich source of natural secondary metabolic products that have various chemical structural types. More than 100 compounds have been isolated from *P*. *grandiflorus*, including steroidal saponins, flavonoids, phenolic acids, polyacetylenes, and sterols, etc.^3^. Triterpenoid saponins are the main active components in *P*. *grandiflorus*, including platycodin D (PD), platycoside E (PE), platycodigenin and platyconic acid A, etc*.* PD is one of the major triterpenoid saponins with higher pharmacological activity than the other platycosides from platycodi radix, and have multiple pharmacological effects, such as immunostimulation^4^, anti-inflammation^5^, anti-obesity^6^, anti-atherosclerosis^1^, and anticancer^7^. The structure of platycoside E is similar to that of platycodin D, and both of them are oleanane-type triterpenoid saponin. PE has two additional glucose groups compared to PD^8^. PE could convert to PD through the hydrolysis action of a de-glucosidase. *P*. *grandiflorus* polysaccharides (PGPs) are another important active component in this medicinal plant, and studies have confirmed that PGPs are involved in antioxidant activity^9^, it can activate macrophage and enhance non-specific immunity function^10^. A research has shown that a selenium polysaccharide from the platycodi radix may be considered as a potential and useful antioxidant agent^9^.

Pentacyclic triterpenoid saponins have been well-known as important secondary metabolites in plants. 2, 3-oxidosqualene, a direct precursor of triterpenoid saponins, is synthesized mainly by the mevalonic acid (MVA) pathway^11^. However, the operator of the MVA pathway in regulating the biosynthesis of triterpenoids even phytosterols in *P*. *grandiflorus* has not been clearly described^12^. Farnesyl pyrophosphate (farnesyl-PP) is synthesized from isopentenyl diphosphate (IPP) and dimethylallyl diphosphate (DMAPP) under the catalysis of farnesyl pyrophosphate synthase (FPP)^11,13^. Under the catalysis of enzymes such as squalene synthase (SS) and squalene epoxidase (SE), 2,3-oxidosqualene is produced thereafter^14^. Subsequently, triterpenoids saponins synthesized from 2,3-oxidosqualene by three kinds of enzymes which are oxidized squalene cyclase, cytochrome P450 monooxygenase and uridine diphosphate-dependent glycosyltransferase. In other words, 2,3-oxidosqualene is converted to polygalacic acid, platycodigenin and platycogenic acid A by successive enzymes such as β-amyrin synthase (β-AS), β-amyrin 28-oxidase (β-A28O) and a series of cytochrome P450 (CYPs)^15^. Subsequently, the conversion of polygalacic acid into polygalacin D, platycodigenin into platycoside E, and platycogenic acid A into platyconic acid A are all catalyzed by certain kinds of GTs (Glycosyltransferases)^16^. Platycodin D, an oleanane-type triterpenoid saponin, is the main bioactive component and has stronger pharmacological activities, but little is clear on its biosynthesis in *P*. *grandiflorus* at present. It has been found that platycoside E is a precursor of platycodin D, and PE can be converted to PD by enzyme catalysis. Their biological activities can be increased and their bioavailability and cell permeability would be improved due to their reduced size resulted by de-glycosylation of saponins^17^.

From the chemical structure of platycodin D and platycoside E, it can be predicted that there are enzymes which can catalyze degradation of glycosyl group from PE to PD. Two extracellular experiments showed that β-D-glucosidase from *Aspergillus usamii* and *Caldicellulosiruptor bescii* can successfully catalyze conversion of PE and platycodin D3 into PD under optimal reactions conditions^18,19^. In this study we attempt to find out appropriate candidate genes encoding enzymes involving in conversion of PE, platycodin D3 into PD in traditional Chinese medicinal plant *P. grandiflorus*. The pathway of triterpenoid saponins in *P*. *grandiflorus* is predicted referring to the terpenoid backbone and saponin biosynthesis in KEGG^20^ (https://www.kegg.jp/dbget-bin/www_bget?map00900), as shown in Fig. 1.

**Figure 1:**
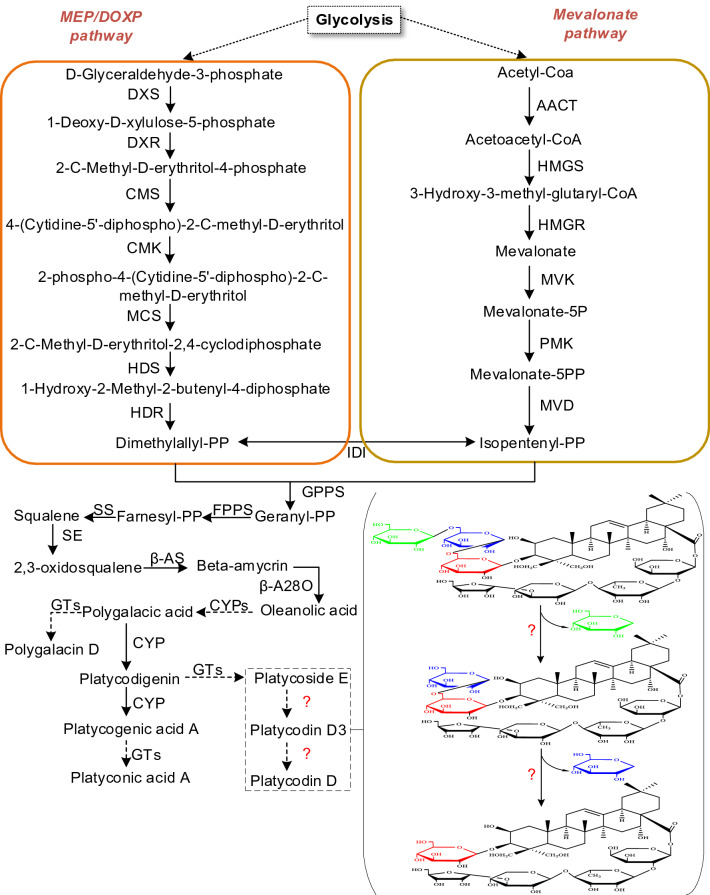
Triterpenoid saponin biosynthetic pathways predicted in *P*. *grandiflorus*. Arrows with solid lines represent the identified enzymatic reactions, and arrows with dashed lines represent multiple enzymatic reactions through multiple steps and putative enzymatic reactions.

Polysaccharides are extremely important bio-macromolecules, and have a wide range of industrial value and clinical role^21^. There are enormous types of polysaccharides in *P*. *grandiflorus*, named as *P*. *grandiflorus* polysaccharides (PGPs), which have important pharmacological activities. However, few relevant studies and analyses on its biosynthetic pathways were reported. Sucrose is firstly produced in plants through photosynthesis in plant chloroplast. Sucrose generates UDP-Glc in the presence of sucrose synthase (SUS), and then UDP-Glc is converted into GDP-Glc under successive catalytic reactions, including UDP-sugar pyrophosphorylase (USP)^22^, UDP-glucose phosphorylase (UGP), GDP-glucose pyrophos-phorylase (GGP)^23^. Sucrose-6P is biosynthesized from sucrose under the catalysis of sucrose-specific enzyme II (ScrA)^24,25^. Subsequently, a series of enzymes such as β-Fructofuranosidase (SacA), Mannose-6-phosphate isomerase^11^, Mannose-1-phosphate Guanylyl-transferase (GMPP) and other enzymes catalyze sucurose-6P to generate GDP-Man. Then, GDP-Fuc is synthesized from GDP-Man by enzymes such as GDP-Mann 4,6-dehydratase (GMDS) and GDP-L-Fucose (TSTA3)^26,27^. In addition, through the catalysis of nucleotide-diphospho-sugar (NDP-sugar) interconversion enzymes (NSEs), many other NDP sugars were produced from UDP-Glc and GDP-Man^28^. Another way is that sucrose invertase (INV) and hexokinase (HK) catalyze the production of D-Glucose-6P from sucrose^29^. Subsequently, D-Glucose-6P is converted into UDP-Gal, UDP-GalA, UDP-Rha and other polysaccharide precursors under the catalysis of enzymes such as Phosphoglucomutase (PGM), UTP-glucose-1-phosphate Uridylyltransferase (UGP2), and UDP-apiose/xylose synthase (AXS) et al^30^. Finally, through the catalysis of various glycosyltransferases (GTs), the active monosaccharide unit NDP-sugar is added to the sugar residues of various polysaccharides and glycoconjugates^26^. The biosynthesis pathway of polysaccharides in *P*. *grandiflorus* was inferred as shown in Supplementary Figure S1.

RNA-Seq has been widely used to analyze the pathway of secondary metabolite biosynthesis and regulation, excavate key enzyme genes and transcription factors in medicinal plants^31,32^, which provides a scientific basis for the efficient accumulation and effective utilization of active ingredients in medicinal plants. Transcriptome sequencing have been completed in many medicinal plants such as *Taxus chinensis*^33^, *Panax quinquefolius*^34^, *Coptis chinensis*^35^, *Panax zingiberensis*^15^, and many other medicinal plants. Many functional genes are discovered and partial specific biosynthetic pathways of secondary metabolite are analyzed.

In this paper, calli of *P*. *grandiflorus* were induced by tissue culture techniques. The contents of PE, PD and PGPs in calli and each organ of original plant of *P*. *grandiflorus* were determined by high performance liquid chromatography (HPLC) and Phenol–sulfuric acid method, respectively. Based on the differences of the secondary metabolites between calli and organs of original plant *P*. *grandiflorus*, RNA-seq was performed between calli and leaves. Comparative analysis of the transcriptome data provides valuable resources for further studies of the molecular mechanisms of terpenoids, saponins and polysaccharides biosynthesis in *P*. *grandiflorus*. In this study, the differences between calli and organs of original plants were analyzed, and candidate key genes and transcription factors were identified to help our knowledge of the metabolism and regulation of secondary metabolites in *P*. *grandiflorus*.

## Results

### Calli induction of *Platycodon grandiflorus*

The effects of four explants, different basic media, and plant growth regulator combinations on calli induction of *P*. *grandiflorus* were studied by orthogonal experimental design of 4 factors and 3 levels (L_9_(3^4^)) without consideration of interactions among factors. Each treatment has 60 independent duplicates (20 bottles with 3 pieces). The calli induced are shown in Supplementary Figure S2, and the results are shown in Table 1.

**Table 1:** Orthogonal experiment (L_9_(3^4^)) analyzing the effects of different factors on callus induction of *P*. *grandiflorus*.

	Factors				Inoculation Num (non-contaminated)	Calli Num	Induction rate (%)
	Media (A)	Explants (B)	NAA mg/L (C)	6-BA mg/L (D)			
1	B5	Leaves	0.1	0.5	56	4	7.14
2	B5	Stems with nods	0.2	1.0	58	22	37.93
3	B5	Stems	1.0	2.0	57	8	14.04
4	MS	Leaves	0.2	2.0	53	6	11.32
5	MS	Stems with nods	1.0	0.5	57	57	100.00
6	MS	stems	0.1	1.0	54	2	3.70
7	WPM	leaves	1.0	1.0	55	0	0.00
8	WPM	Stems with nods	0.1	2.0	58	23	39.66
9	WPM	stems	0.2	0.5	56	4	7.14
k1	59.11	18.46	50.50	114.28			
k2	115.02	177.59	56.39	41.63			
k3	46.80	24.88	114.04	65.02			
K1	19.70	6.15	16.83	38.09			
K2	38.34	59.20	18.80	13.88			
K3	15.60	8.29	38.01	21.67			
R	22.74	53.05	21.18	24.21			

The induction rates of the calli were calculated with the number of the calli divided by the number of uncontaminated explants. The K value and R value were obtained by statistical analysis of orthogonal experiment data, as the K value was the average of the rates from each level, and the R value called extreme difference is the difference between the maximum and minimum average values of each factor.

By analysis of variance (ANOVA), a significant difference among these factors and their levels (F = 8.67 > F_0.01_(3, 4) = 6.59) was identified. It can be concluded from the R value that the category of explants had a great influence on the calli induction, and stem with nodes is the optimal explants. It also can be concluded that the MS medium is better than the other two basic media and 6-BA could get calli induction more efficiently than NAA, and the optimal concentrations are 0.5 mg/L and 1.0 mg/L, respectively. Based on the above analysis, the best combination is A2B2C3D1. In order to verify whether the A2B2C3D1 is the best combination or not, a total of 30 stems with nodes were inoculated in 10 bottles with 3 duplicates per bottle, a total of 25 calli were induced after 50 days, and the induction rate is up to 83.33%.

It can be concluded from what is stated above that the best protocol for calli induction of *P*.*grandiflorus* is to use stem with nodes as the explants, and take MS + NAA 1.0 mg/L + 6-BA 0.5 mg/L as the optimal formula.

### Comparative of PD and PE content in organs and calli

Two kinds of specific platyopsis saponins PD and PE were identified by comparing the retention time^34^ and maximum uptake of the samples and standards at a wavelength of 210 nm by HPLC. The results showed that the concentrations of PD and PE are positively correlated with the area of the peak in the test range (R^2^ > 0.9999, R^2^ > 0.9946), and the content of each saponins was calculated from the peak area versus its own standard curve. The retention time and peak profile of PD and PE in standard and one sample are shown in Fig. 2. The content variance of PD and PE in callus and different organs in *P*. *grandiflorus* was shown in Supplementary Table S1 and Fig. 3.

**Figure 2:**
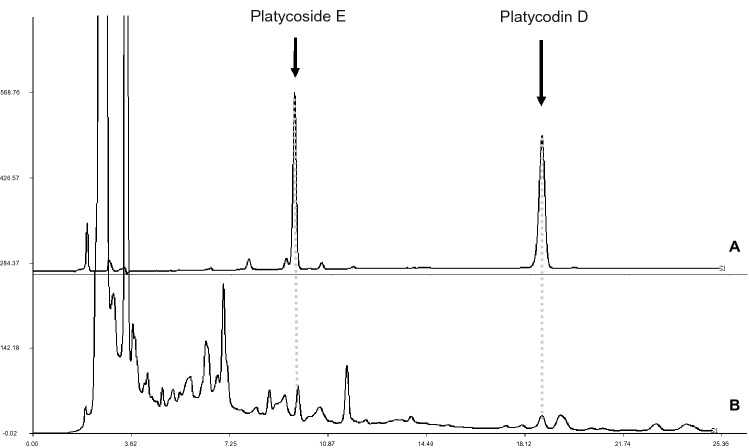
HPLC peak profiles of (**A**) standard products of PD and PE, and of (**B**) the *P*. *grandiflorus* extract. The X axis represents the retention time (min) of peaks, and the Y axis represents the height of the peak (mAU).

**Figure 3:**
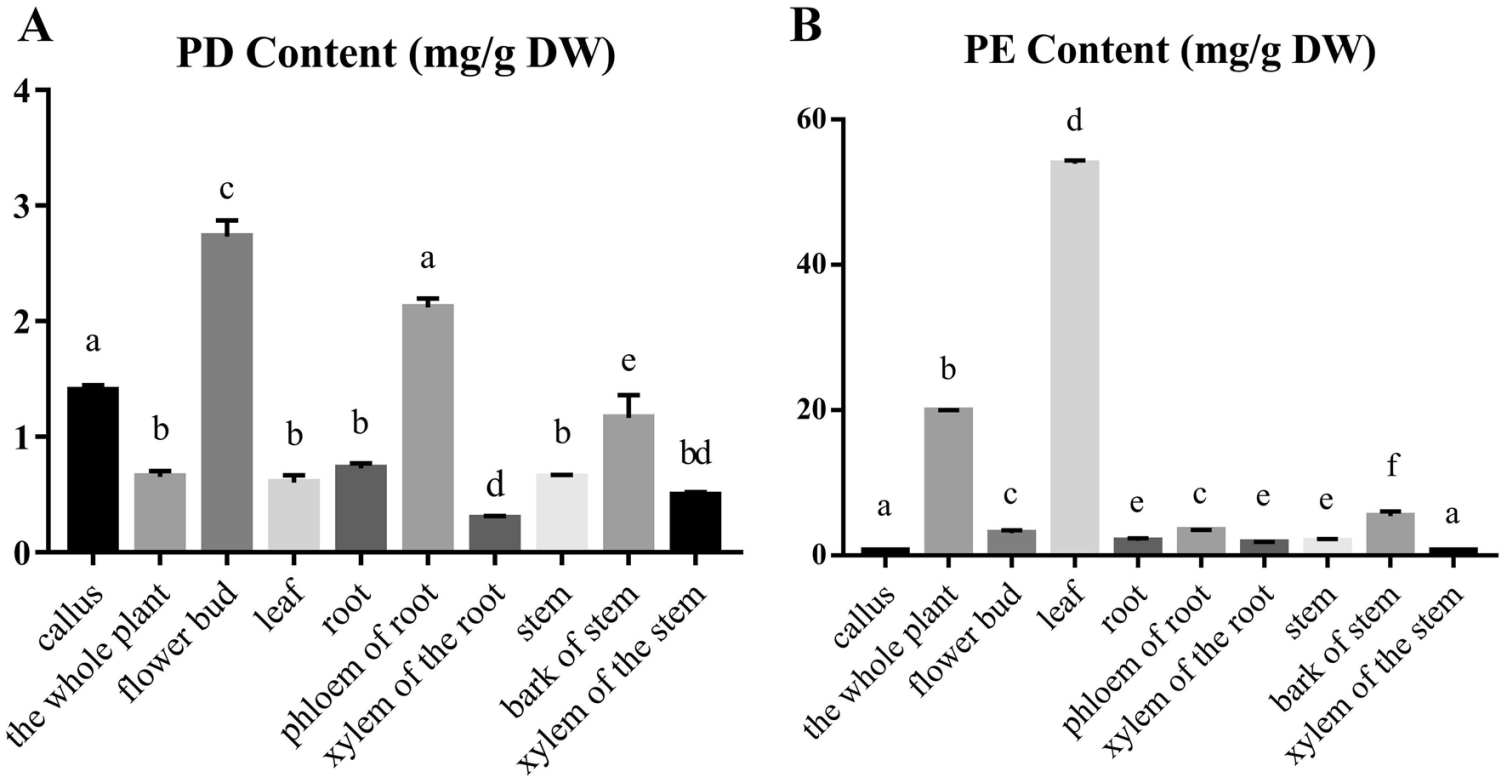
The contents of main triterpenoid saponins in callus and plant organs of *P*. *grandiflorus*. (**A**) Platycodin D (PD) content in different samples. (**B**) Platycoside E (PE) content in different samples. The X axis is the sample name and the Y axis is the content (mg/g DW), DW is dried weight. Bars with different letters within same histogram, represent significant difference at p ≤ 0.01.

ANOVA indicated that the distribution of PD content varied wildly among organs in plants of *P*. *grandiflorus* (Fig. 3A). It can be concluded that PD was most enriched in flower buds, followed by the roots, while PD content in leaves, stems and the whole plants is low. When it comes to the distribution of PD content in stems and roots, the contents in the bark and phloem are higher than that in the xylem. The results also showed that the content of PD in callus is higher than that of the whole plants, leaves, stems and roots, and it only lower than that in the flower buds. It can be inferred that PD could be obtained more efficiently from flowers and calli than from any other organs and tissues. Since the biomass of flower buds in the whole plants is very low, callus of *P*. *grandiflorus* may become an alternative material for PD production.

As for the distribution of PE content in *P*. *grandiflorus*, only the PE content in leaves is higher than that in the whole plant, while the PE content of flowers, roots and stems is much lower than that of the whole plant (Fig. 3B). It can be concluded from PE content distribution in each organ that the PE content of phloem and bark is higher than that of xylem which is consistent with the distribution of PD content distribution described above. The result also shows that the content of PE of calli is lower than that of all the organs in *P. grandiflorus*.

We found the content of PD in calli was higher than that in leaves which was sharply contrast to the highest PE and lower PD content in leaves. Experiments in vitro have shown that through enzymes catalysis, PE could convert to PD with higher pharmacological activities^18,19^. Therefore, we speculate the existence of putative enzymes converting PE to PD in *P*. *grandiflorus*. Based on the significant differences of PD and PE content between calli and leaves of *P*. *grandiflorus*, an RNA-Seq experiment was designed to identify the candidate genes.

### Total polysaccharide content variation among calli and plant organs

A standard curve was drawn from the absorbance value versus 7 gradient concentrations of standard glucose work solution with blank at 486 nm following chromogenic reaction (Fig. 4A). The regression equation of the standard curve is $$\mathrm{Y }= 0.026\mathrm{X }- 0.0226$$, R^2^ = 0.9991, showing that the quantification responds to linearity within the tested concentrations. The total polysaccharide content of callus and organs from the plant was detected by phenol-concentrated sulfuric acid method mentioned above (Fig. 4B) (Supplementary Table S1).

**Figure 4:**
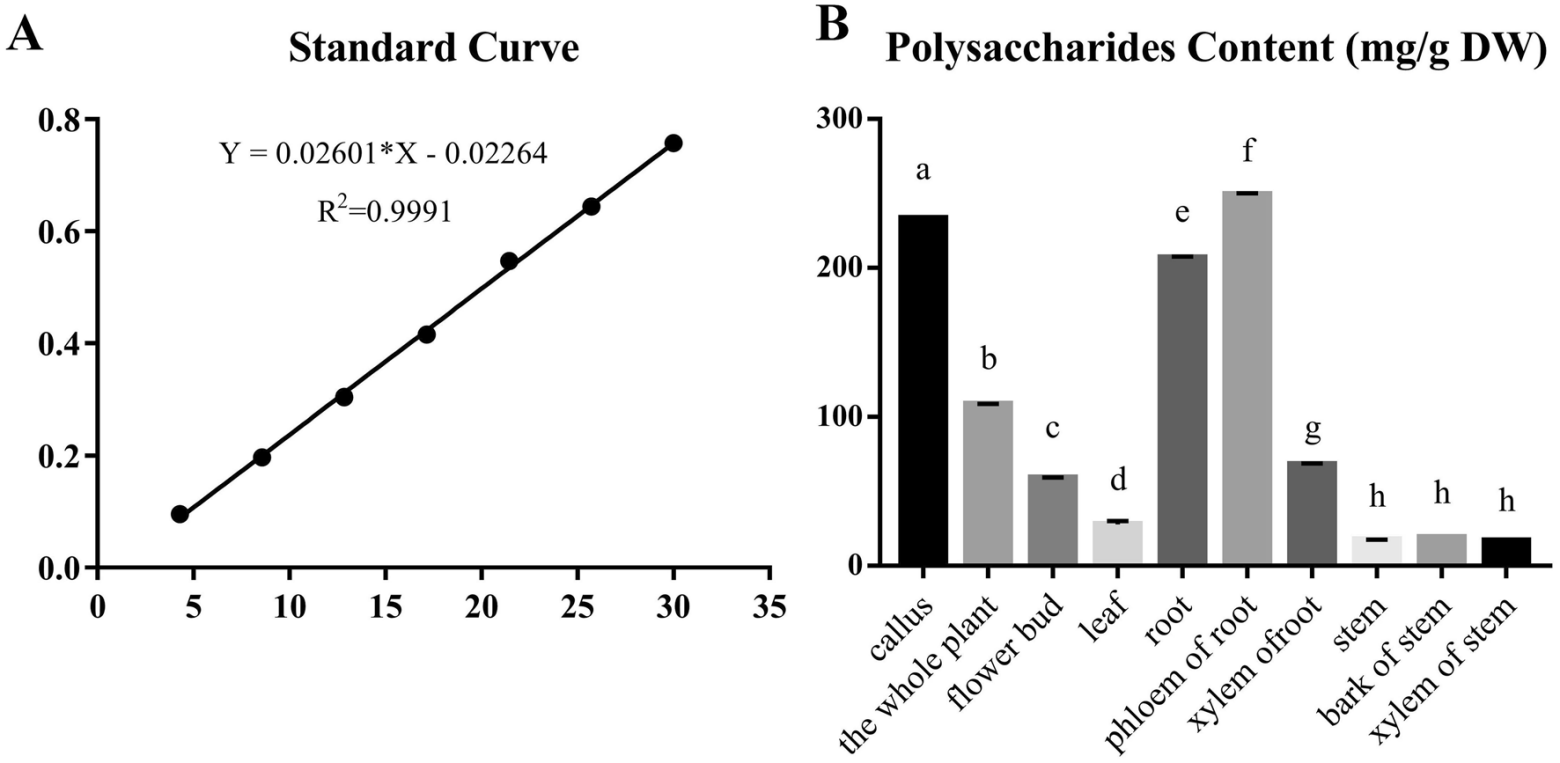
The contents of total polysaccharide among callus and different organ samples. (**A**) Polysaccharides content in different samples. The X axis is the sample name and the Y axis is the content (mg/g DW), and DW means dried weight. Bars with different letters within same histogram, represent significant difference at p ≤ 0.01. (**B**) Standard curve, R^2^ = 0.9991. The X axis is the standard concentration (μg/mL), and the Y axis is the absorbance value.

As for the distribution of polysaccharides in the *P*. *grandiflorus* also showed significant difference among samples by ANOVA, the content of polysaccharides of root is much higher than that of the whole plant which is consistent with the use of platycodi radix as medicinal part, which indicates that the roots of *P*. *grandiflorus* are an important place for the storage of polysaccharides. The results showed that the content of polysaccharides of the calli induced by this optimal medium is higher by comparing to the whole plants and organs in *P*. *grandiflorus*, implying callus might be a high-efficiency material and an important alternative for polysaccharides production than *P*. *grandiflorus* plants. At the same time, we also found that the polysaccharides content of root phloem was higher than that of the root xylem. This indicates that the root phloem is a more important place for storing polysaccharides. Moreover, we found that the content of polysaccharides of calli is much higher than that of leaves, which is in stark contrast to the PE content of callus and leaves.

### Sequencing and De novo assembly

A total of 39.44 Gb data were generated using the BGISEQ-500 platform by sequencing the established six libraries (leaf and callus each has three duplicates). 

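The 6 libraries were made from mRNA of leaves (replicates 1, 2 and 3) and of callus, the unorganised tissue that grows from explants on medium with plant hormones (replicates 4, 5 and 6). For each library the authors deposited RSEM expected counts, which are estimated numbers of read pairs per unigene and need not be whole because a read that matches several unigenes is shared between them, together with FPKM. The authors aligned the clean reads of every library to the assembled unigenes, so a unigene is a contig of the transcriptome assembly and not a locus in a genome. The expected counts summed to 18269246, 17963458 and 18669613 in leaf replicates 1 to 3 and to 19444638, 18654590 and 18546158 in callus replicates 4 to 6. The median was 18269246 in leaves and 18654590 in callus, and the ranges of the tissues overlapped. Unigenes with an expected count above 0 numbered 98883, 106644 and 97813 in the leaf libraries and 93542, 90751 and 91075 in the callus libraries. Counts were rounded to whole numbers and scaled between libraries by the TMM method of edgeR, whose factors lay between 0.936 in callus replicate 4 and 1.05 in leaf replicate 1. The leaf libraries differed more from one another than the callus libraries did. Across unigenes, which are not independent replicates, the correlation of log expression between pairs of leaf libraries was between 0.800 and 0.856, and between pairs of callus libraries it was between 0.941 and 0.972. Unigenes whose best database matches are to peanut (Arachis) held 0.879% of the counts of leaf replicate 1, against 0.0614% in leaf replicate 2 and 0.0340% in leaf replicate 3.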

The raw data were filtered by trimmomatic software (version 0.36, parameters are illuminaclip:2:30:10, leading:3, trailing:3, slidingwindow:4:15 minlen:50) to obtain clean reads by removing the reads containing connector, or unknown bases content more than 5%, or reads with low quality. The clean read numbers of each library were counted by SOAPnuke (version 1.4.0, parameters are -l 5 -q 0.5 -n 0.1). Trinity software was used to assemble clean reads, and then Tgicl software was used to cluster the transcripts to remove redundancy and obtain unigenes. Finally, 152,777 unigenes were obtained, which is higher than those (34,053 unigenes) obtained by Chunhua Ma et al^16^. The total length, average length, N50, and GC content were 228,154,936 bp, 1,493 bp, 2,514 bp, and 40.58%, respectively.

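In the deposited annotation table, the lengths of the 152777 unigenes summed to 228154936 bp, with an average of 1493 bp and an N50 of 2514 bp. Near-identical contigs carry a shared cluster name, and counting each cluster once left 94586 clusters and single unigenes. Of the unigenes, 143172 had counts in at least 1 library and 55914 had counts in all 6 libraries, while 9605 were at 0 in every library.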

A single-copy ortholog database, BUSCO (https://busco.ezlab.org/) (Supplementary Figure S3), was used to evaluate the quality of the assembled transcripts. By comparing with conserved genes, the results showed the good integrity of the transcriptome assembly. A total of 80,826 coding sequences (N50 = 1,380) were identified, with a maximum length of 16,398 and a minimum length of 297 by TransDecoder software.

### Unigenes functional annotation and expression analysis of unigenes

Unigenes were compared to the seven major functional databases to annotate. 

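The deposited table gives the best match of each unigene in each database, and the number of unigenes with an entry was counted again from it. NR holds protein sequences and NT nucleotide sequences, SwissProt holds reviewed proteins, KOG groups orthologous proteins, KEGG and GO assign functions, and Pfam assigns protein domains. Unigenes with an entry numbered 97878 for NR, 82833 for NT, 73371 for SwissProt, 77858 for KOG, 78197 for KEGG, 73988 for GO and 73302 for Pfam. Annotated unigenes were more abundant than the rest. The unigenes with an NR entry were 64.1% of all unigenes and held 97.7% of the summed expected counts of the 6 libraries. The share of counts was 90.7% for NT, 90.3% for Pfam, 85.3% for SwissProt, 84.4% for KEGG, 81.9% for KOG and 79.5% for GO.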

There were 97,878 (NR: 64.07%), 82,833 (NT: 54.22%), 73,371 (SwissProt: 48.02%), 77,858 (KOG: 50.96%), 78,197 (KEGG: 51.18%), 73,988 (GO: 48.43%), and 73,302 (Pfam: 47.98%) unigenes received functional annotations. 80,826 CDS were detected using Transdecoder software. At the same time, 77,478 SSRs were distributed among 50,171 unigenes, and 3,153 unigenes encoding transcription factors were predicted (Supplementary Table S2: X1, X2 and X3 are the three independent replicates of leaves, X4, X5 and X6 are the three independent replicates of callus). The sequencing and analyzing data had been stored in website: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153777.

### Identification of candidate genes involved in triterpenoid saponin biosynthesis by expression level analysis

KEGG analysis was applied to gain insight into pathways of unigenes. 

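Each unigene of the deposited table can carry several KEGG entries, and a unigene was assigned to a pathway by its first entry. By that rule 36491 unigenes had at least 1 KEGG pathway, and 40794 did when any entry counted. The edgeR test between callus and leaf covered 22814 of the unigenes assigned by the first entry. At an adjusted p of 0.05 or less in edgeR's quasi-likelihood test, 3486 of them were higher and 2752 lower in callus.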

A total of 22,842 unigenes are annotated in the KEGG database^20^. In order to discover the most important biological pathways, the KEGG metabolic pathways involved in genes are divided into 5 branches: cellular processes, environmental information processing, genetic information processing, metabolism, and organismal systems (Supplementary Table S2), including 19 subcategories (135 routes). 

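The 8 pathways of terpenoid metabolism ko00900, ko00902, ko00903, ko00904, ko00905, ko00906, ko00908 and ko00909 held 1246 unigenes by the first KEGG entry and 1457 by any entry. Of the former, 754 had enough counts to be tested between callus and leaf. In edgeR's quasi-likelihood test, 120 of these were higher and 118 lower in callus at an adjusted p of 0.05 or less. In the authors' deposited table, 864 unigenes with any entry in these pathways pass a q value of 0.001 and a 2-fold change.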

Eight pathways (ko00906, ko00908, ko00909, ko00904, ko00903, ko00902, ko00900 and ko00905) of "Metabolism of terpenoids and polyketides" containing 864 unigenes were analyzed. These genes encoding enzymes for terpenoid synthesis that are mainly distributed in upstream of MEP and MVP, while some are distributed in downstream (Fig. 1) (Table 2).

**Table 2:** Putative key enzymes involved in the triterpenoid saponins biosynthesis pathway in *P. grandiflorus*.

Enzyme name	EC number
AACT (acetoacetyl-coenzyme A)	2.3.1.9
HMGS (hydroxymethylglutaryl-CoA synthase)	2.3.3.10
HMGR (3-hydroxy-3-methylglutaryl-coenzyme A reductase)	1.1.1.34
MVK (mevalonate kinase)	2.1.7.36
PMK (phosphomevalonate kinase)	2.7.4.2
MVD (mevalonate diphosphate decarboxylase)	4.1.1.33
GPPS (geranylgeranyl pyrophosphate synthase)	2.5.1.29
FPPS (Farnesyl-diphosphate synthase)	2.5.1.1, 2.5.1.10
SS (squalene synthase)	2.5.1.21
SE (squalene epoxidase)	1.14.14.17
β-AS (beta-amyrin synthase)	5.4.99.39
β-A28O (isolate CYP716A140 beta-amyrin 28-oxidase)	1.14.13.-
LS (lupeol synthase)	5.4.99.41
CAS (cycloartenol synthase)	5.4.99.8
IDI (isopentenyl-diphosphate Delta-isomerase)	5.3.3.2
DXS (1-deoxy-D-xylulose 5-phosphate synthase)	2.2.1.7
DXR (1-deoxy-D-xylulose 5-phosphate reductoisomerase)	1.1.1.267
CMS (2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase (4-diphosphocytidyl-2C-methyl-D-erythritol synthase))	2.7.7.60
CMK (4-diphosphocytidyl-2-C-methyl-D-erythritol kinase)	2.7.1.148
MCS (2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase)	4.6.1.12
HDS ((E)-4-hydroxy-3-methylbut-2-enyl-diphosphate synthase)	1.17.7.1, 1.17.1.3
HDR (4-hydroxy-3-methylbut-2-enyl diphosphate reductase)	1.17.1.4
ACM59590 (β-Glucosidase)	3.2.1.21

Expression level of putative genes encoding enzymes for triterpenoid saponins biosynthesis in *P. grandiflorus* between callus and leaf was measured by value of log2 (FC) of similar unigene from RNA-Seq data, and the similar unigene was obtained by aligning the amino acid sequences between putative genes and the unigene. 

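The log2 fold change of callus over leaf was tested for 66307 unigenes that passed edgeR's filter on low counts, with 3 leaf and 3 callus libraries. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a unigene was called at the thresholds of the paper's methods, an adjusted p of 0.001 or less and at least a 2-fold change. At these thresholds edgeR called 0 unigenes higher and 0 lower in callus, and the smallest adjusted p of any unigene was 0.00218. The same edgeR test gave an unadjusted p under 0.05 for 27668 unigenes. At an adjusted p of 0.05 or less it found 9417 unigenes higher and 8160 lower in callus. That number rests on every callus library: without callus replicate 6 it fell to 670 higher and 455 lower, without callus replicate 5 to 1749 and 1219, and without callus replicate 4 to 5067 and 4072. Without leaf replicate 1 it was 10075 higher and 8530 lower. It was 8774 and 6406 without leaf replicate 2, and 10308 and 8096 without leaf replicate 3. The spread between replicates was large, with a common biological coefficient of variation of 0.753. Among the tools, DESeq2, which the paper names, moved the count most and called 7772 unigenes higher and 5736 lower at the thresholds of the paper's methods. Other tools and settings called fewer, and limma called 23 higher and 2 lower on log2(FPKM + 0.01) and 988 higher and 399 lower on log2(FPKM + 1). When the counts of the contigs of each cluster were summed, edgeR called 369 higher and 445 lower among 32899 clusters. On simulated counts of callus against leaf with the spread estimated for each unigene, edgeR recovered 0 of 200 unigenes changed 4-fold among 61902 tested. It also recovered 0 of them at an adjusted p of 0.05, so this setting differs from the libraries, where many unigenes passed 0.05. With a low dispersion of 0.01 it recovered 195 of 200 among 65044. In the former simulation of callus against leaf, DESeq2 recovered 5 of 200 and made 94 false calls among 66301 unigenes. With the trended spread it recovered 0 of 200 with 1 false call among 66307, and with the low dispersion 183 of 200 with 0 false calls among 66307. In the photosynthesis pathways, taken as a check of the tissue labels, 234 unigenes were lower in callus as a set, with a median log2 fold change of -1.54 (adjusted p = 3.99e-11 over 4 sets, camera of limma with a preset correlation). The same camera test gave an unadjusted p of 0.00884 or less in every other split of the 6 libraries into 3 and 3. Passing it therefore does not show that each library carries the right label.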

Expression of genes encoding enzymes in the saponin biosynthetic pathway such as FPPS, HMGR, HMGS, IDI, MVD, MVK, SS, beta-A28O, beta-AS and beta-Glucosidase are up-regulated significantly (Fig. 5A). 

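The 23 enzymes of the saponin pathway in Table 2 were each represented by their most abundant unigene, assigned by KEGG orthology. None of the 23 passed an adjusted p of 0.001 in edgeR, while DESeq2 called 8 higher and 4 lower in callus and at an adjusted p of 0.05 or less edgeR found 8 higher and 7 lower. Adjusted over the list alone, 5 passed 0.001, and 11 higher and 9 lower ones passed 0.05. Of the 10 enzymes the paper names as up-regulated, 8 had a higher and 2 a lower value in callus, and 5 of the higher ones had an adjusted p of 0.05 or less in edgeR. HMGR (CL7479.Contig1_All) rose from 9.02 ± 5.62 FPKM in leaves to 55.9 ± 3.97 FPKM in callus (SD, 3 libraries each), a log2 fold change of 2.65 (standard error 0.546, edgeR adjusted p = 0.0197). MVD (Unigene13980_All) rose from 5.62 ± 1.28 to 28.7 ± 2.92 FPKM, a log2 fold change of 2.35 (standard error 0.266, edgeR adjusted p = 0.00595). FPPS (Unigene17108_All) rose from 20.4 ± 1.66 to 55.2 ± 5.36 FPKM, a log2 fold change of 1.43 with an edgeR adjusted p of 0.00913. MVK (CL8987.Contig7_All) had a log2 fold change of 2.65 with an edgeR adjusted p of 0.00557, but the cluster of this contig had one of 0.68 with an edgeR adjusted p of 0.0208, and 1 of 3 tested MVK unigenes was higher and 2 were lower. The summed counts of the MVK unigenes gave 1.76 with an edgeR adjusted p of 0.0316. The β-A28O unigene CL11943.Contig7_All had a log2 fold change of 4.63 and an edgeR adjusted p of 0.0480, but its leaf FPKM of 5.08 ± 7.24 varied by more than its mean, and its cluster had a log2 fold change of 1.05. Its SwissProt match is a protopanaxadiol hydroxylase, and the most abundant assigned unigene named as a β-amyrin monooxygenase, CL9014.Contig1_All, had a log2 fold change of 2.08 with an edgeR adjusted p of 0.0182. HMGS had a log2 fold change of 2.24 with an edgeR adjusted p of 0.0664 and SS one of 0.59 with an edgeR adjusted p of 0.0563. The most abundant unigene that KEGG orthology assigns to IDI, CL9457.Contig1_All, has a SwissProt match to another protein (METHYLENE BLUE SENSITIVITY 1), so its log2 fold change of 0.15 (edgeR adjusted p = 0.694) is not taken as a value of IDI. The most abundant assigned unigene whose SwissProt match is an isopentenyl-diphosphate isomerase, CL6253.Contig1_All, was chosen after the values were seen. It rose from 4.33 ± 3.49 to 79.5 ± 7.83 FPKM, a log2 fold change of 4.18 (standard error 0.881, edgeR adjusted p = 0.0208). The β-AS unigene Unigene32489_All was lower in callus, with a log2 fold change of -2.85 (standard error 0.933, edgeR adjusted p = 0.0693), and the most abundant unigene assigned to β-Glucosidase, CL3230.Contig1_All, which has no SwissProt match, had a log2 fold change of -0.48 (standard error 0.271, edgeR adjusted p = 0.228). When the counts of all unigenes of an enzyme were summed, the direction of these 2 changed and all 10 named enzymes were higher in callus, 8 of them at an edgeR adjusted p of 0.05 or less. These sums also hold unigenes whose SwissProt match is another protein. With only the unigenes whose SwissProt match carries the enzyme's name, a choice made after the values were seen, the most abundant one was higher for 8 of the 10 enzymes and lower for 2, and the sum was higher for 9, 7 of them at an edgeR adjusted p of 0.05 or less. The sum of β-AS was then -0.31 (edgeR adjusted p = 0.311). The pathway that starts from acetyl-CoA (MVA) and the plastid pathway (MEP) moved apart, since 6 of 6 MVA enzymes were higher and 7 of 7 MEP enzymes lower in callus. Among all 23 enzymes, leaf and callus libraries did not overlap for 11 higher and 11 lower ones, where chance gives 10%. As sets, the 34 MVA unigenes had an adjusted p of 0.131 and the 25 MEP unigenes one of 0.00108 over 4 sets in camera of limma with a preset correlation of 0.01. With an estimated correlation the MEP set no longer passed (0.0796 before adjustment), and with fry both sets did, MVA at 0.00158 and MEP at 8.58e-04. From the log2 fold changes in Fig. 5A, the paper states that the expression of these enzymes is up-regulated significantly.

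**Figure D1:**
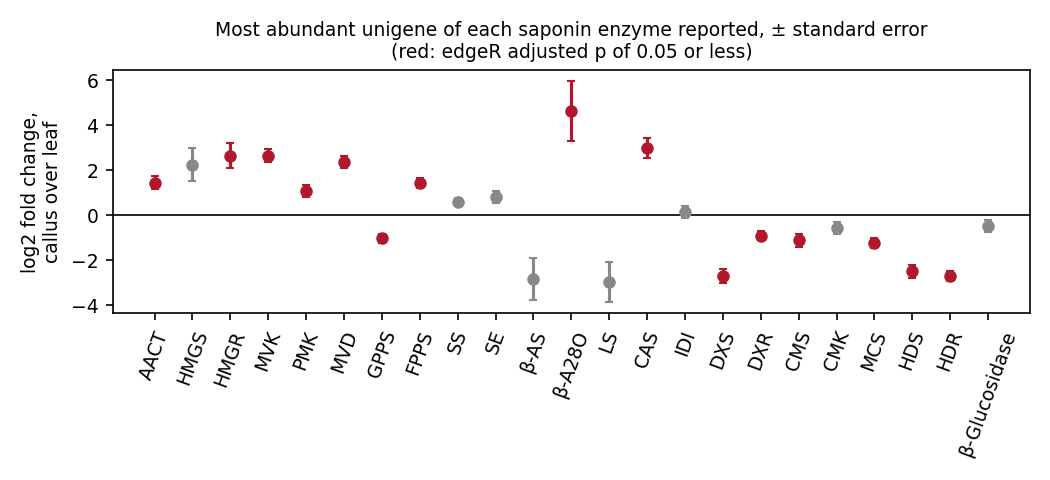
Log2 fold change of callus over leaf (vertical axis) of the most abundant unigene that KEGG orthology assigns to each of the 23 saponin pathway enzymes (horizontal axis), with its standard error from 3 leaf and 3 callus libraries. Red points have an edgeR adjusted p of 0.05 or less, and 8 of them lie above 0 and 7 below.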

The expression level of a putative gene predicted to encode a de-glucosidase (ACM59590, β-Glucosidase) is consistent with the variance of PD and PE content, and two extracellular experiments indicate this enzyme may function as the β-Glucosidase, which showed that exogenous β-Glucosidase can catalyze the conversion of PE into PD through removing two glycosyl groups from PE in vitro^18,19^. 

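KEGG orthology assigns 370 unigenes to β-glucosidase, of which 236 had enough counts to be tested. In edgeR's quasi-likelihood test 66 were higher and 17 lower in callus at an adjusted p of 0.05 or less. By the sign of the fold change alone, 150 were higher and 86 lower. The summed counts of the β-Glucosidase unigenes had a log2 fold change of 0.95 (standard error 0.218, edgeR adjusted p = 0.0264). The SwissProt match of 215 of the 370 is a β-glucosidase by name. Of these 149 were tested, 104 were higher and 45 lower by sign, and their sum had a log2 fold change of 0.69 (standard error 0.250, edgeR adjusted p = 0.0891). The most abundant of them, Unigene29137_All, was lower in callus, with a log2 fold change of -0.87 (standard error 0.262, edgeR adjusted p = 0.0565). Many of these are near-identical contigs among which the shared reads were split, so the value of a single contig is less certain than that of the sum.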

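The unigenes CL4020.Contig1_All, Unigene1627_All, CL3189.Contig2_All and Unigene7900_All are 1928, 1762, 1962 and 2730 bp long. CL4020.Contig1_All was at 21.1 ± 2.98 FPKM in leaves and 38.7 ± 4.06 FPKM in callus (SD, 3 libraries each). Its log2 fold change was 0.87 (standard error 0.197, edgeR adjusted p = 0.0256). Unigene1627_All was at 4.42 ± 3.37 FPKM in leaves and 22.1 ± 4.66 FPKM in callus, a log2 fold change of 2.33 (standard error 0.588, edgeR adjusted p = 0.0344). CL3189.Contig2_All had 0 counts in each of the 3 leaf libraries and 607, 995 and 1301 counts in the callus libraries, where its FPKM was 28.0 ± 10.6. Against the 3 counts that a total of 0 allows over the leaf group, it was at least 931-fold higher in callus, and its edgeR adjusted p was 0.00520. The whole cluster had a log2 fold change of 7.26. Reads shared with other contigs of the cluster may limit the value of CL3189.Contig2_All, but this was not tested. Unigene7900_All was low in both tissues, at 0.150 ± 0.157 FPKM in leaves and 1.19 ± 0.325 FPKM in callus, with 21.5 counts summed over the leaf libraries and 176 over the callus libraries. Its log2 fold change was 2.93 (standard error 0.850, edgeR adjusted p = 0.0504). None of the 4 passed an adjusted p of 0.001 in edgeR, and CL3189.Contig2_All passed it in DESeq2 and in limma on log2(FPKM + 1). Every callus library was above every leaf library for each of the 4 unigenes, where the smallest p that an exact permutation test of 3 against 3 allows is 0.1.

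**Figure D2:**
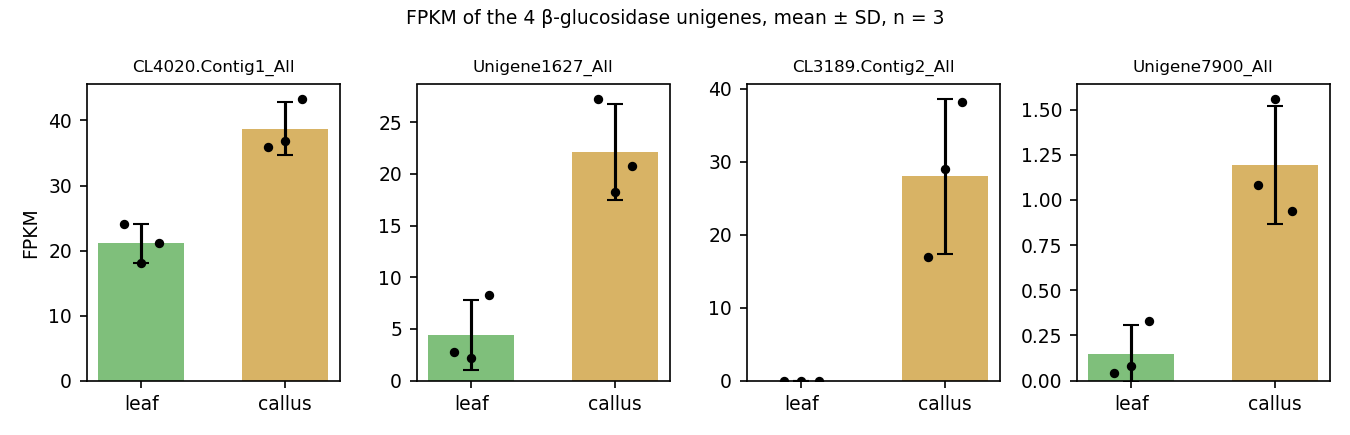
FPKM (vertical axis) of the 4 β-glucosidase unigenes in leaf and callus libraries (horizontal axis). Bars give the mean and error bars the SD of 3 libraries, which are drawn as points, and the leaf libraries of CL3189.Contig2_All are all at 0.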

From expression level analysis, 4 putative unigenes (CL4020.Contig1_All, Unigene 1627_All, CL3189.Contig2_All and Unigene7900_All) have high identity with the β-glucosidase from *Caldicellulosiruptor bescii* with amino acid sequence^18^. The result of real-time quantitative PCR indicated that the expression patterns of putative gene sequences encoding enzyme involved in converting PE to PD is consistent with the result from transcriptome analysis (Fig. 5B). Furthermore, to better select the putative sequences which might encode enzyme involved in converting PE to PD, the conserved motifs were analyzed using MEME (Fig. 5C). 

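In the libraries all 4 unigenes were higher in callus. The paper's quantitative PCR values in Table S6 give, on the log2 scale, 2.30 for Unigene1627_All and 2.25 for Unigene7900_All. The primers listed for these 2 unigenes are identical. The paper's values are 0.53 for CL4020.Contig1_All and 1.27 for CL3189.Contig2_All. From the sequencing counts, the fold changes of Unigene1627_All and Unigene7900_All lay within their replicate spread of these paper's values, which is 1.07 and 1.42 on the log2 scale. For CL4020.Contig1_All the replicate spread was 0.21, and for CL3189.Contig2_All the lower bound from the counts was 9.86. The paper sets both measurements side by side in Fig. 5B.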

The result showed 3 unigenes (CL4020.Contig1_All, Unigene 1627_All and Unigene7900_All) were screened as candidate fragments of the target gene.

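With each library left out in turn, the log2 fold change of CL4020.Contig1_All stayed between 0.80 and 0.96. That of Unigene1627_All lay between 2.03 and 3.18 and that of Unigene7900_All between 2.48 and 4.16, and the highest value of both was reached without leaf replicate 3. For none of these 3 unigenes did the direction change, but their side of an adjusted p of 0.05 in edgeR did. The CL4020.Contig1_All log2 fold change had an edgeR adjusted p of 0.0329 without leaf replicate 1 and 0.0452 without leaf replicate 3, but of 0.0523 without leaf replicate 2 and of 0.0633, 0.0766 and 0.114 without callus replicates 4, 5 and 6. The Unigene1627_All log2 fold change had an edgeR adjusted p of 0.0130 without leaf replicate 3 and between 0.0708 and 0.105 without each of the other libraries. The Unigene7900_All log2 fold change had one of 0.0221 without leaf replicate 3 and between 0.0704 and 0.154 without each of the others. In DESeq2 their adjusted p was 0.00133, 0.00290 and 0.00327, so they missed 0.001 there as well.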

**Figure 5:**
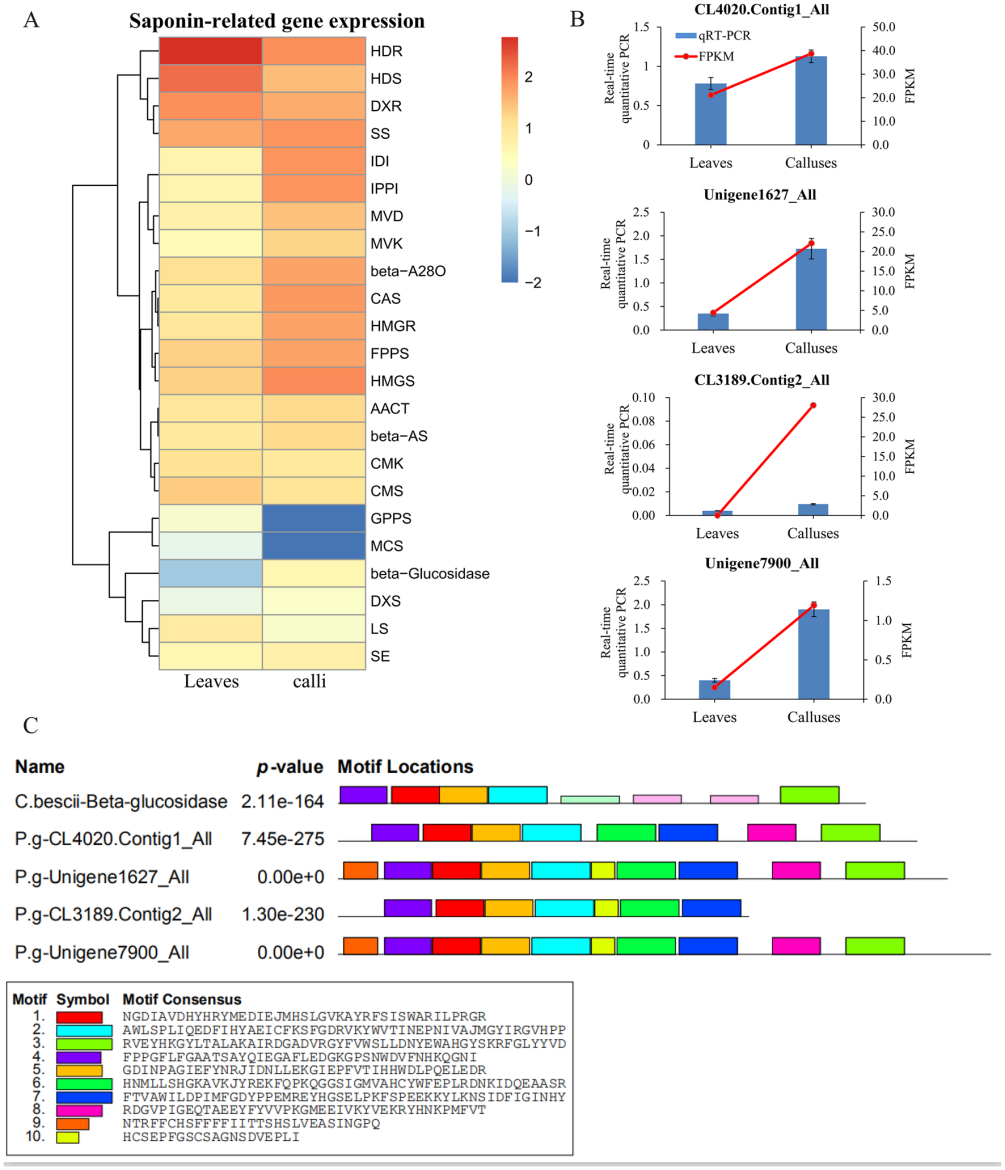
Expression level analysis of genes from triterpenoid saponins biosynthetic pathway in *P*. *grandiflorus* and conserve motif analysis of predictive β-glucosidase. (**A**) The expression levels of a single gene encoding an enzyme from each step of triterpenoid saponins biosynthetic pathway are shown. Red and green represent high and low expression levels, respectively. (**B**) Real-time quantitative PCR analysis of CL4020.Contig1_All, Unigene 1627_All, CL3189.Contig2_All and Unigene7900_All in leaves and calli. 18S rRNA as internal reference gene. Error bars indicate SD (n = 3). The blue bars represent the real-time quantitative PCR data and the red line represents the FPKM value from RNA-Seq. (**C**) Comparison of the conserve motifs among β-glucosidase from *C*. *bescii* and the amino acid sequences of putative orthologous unigenes from *P*. *grandiflorus*. Each block shows the position and strength of a motif site. The height of a block gives an indication of the significance of the site as taller blocks are more significant. The height is calculated to be proportional to the negative logarithm of the p-value of the site, truncated at the height for a p-value of 1e−10.

### Gene expression variance involved in polysaccharide biosynthesis

Furthermore, fifteen pathways (ko00010, ko00500, ko00620, ko00020, ko00051, ko00562, ko00052, ko00630, ko00030, ko00040, ko00053, ko00520, ko00640, ko00650 and ko00660) of “Carbohydrate metabolism” were analyzed, including 4,441 unigenes. 

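These 15 pathways of carbohydrate metabolism held 6244 unigenes by the first KEGG entry of the deposited annotation and 7791 by any entry. The test between tissues covered 3754 of the former, and 667 were higher and 497 lower in callus at an adjusted p of 0.05 or less in edgeR. The authors' deposited table holds 4441 unigenes with any entry in these pathways that pass a q value of 0.001 and a 2-fold change.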

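Starch and sucrose metabolism (ko00500) held 1557 unigenes by the first KEGG entry and 1999 by any entry, and amino sugar and nucleotide sugar metabolism (ko00520) held 869 and 1393. Of the tested unigenes of ko00500, 182 were higher and 127 lower in callus at an edgeR adjusted p of 0.05 or less, out of 940. For ko00520 these were 103 and 42 out of 492. In the authors' deposited table, 1148 unigenes of ko00500 and 765 of ko00520 by any entry pass a q value of 0.001 and a 2-fold change.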

There are 1,148 unigenes involved in starch and sucrose metabolism, and 765 unigenes involved in amino sugar and nucleotide sugar metabolism. Based on KEGG pathway analysis, we developed a model to infer the biosynthetic pathway of polysaccharides in *P. grandiflorus* (Supplementary Figure S4) (Table 3).

**Table 3:** Putative key enzymes involved in polysaccharide biosynthesis in *P. grandiflorus*.

Enzyme name	EC number
SUS (sucrose synthase)	2.4.1.13
INV (sucrose invertase)	3.2.1.26
HK (Hexokinase)	2.7.1.1
PGM (Phosphoglucomutase)	5.4.2.2
USP (UDP-sugar pyrophosphorylase)	2.7.7.64
UGP2 (UTP-glucose-1-phosphate Uridylyltransferase)	2.7.7.9
scrK (Fructokinase)	2.7.1.4
MPI (Mannose-6-phosphate isomerase)	5.3.1.8
UGDH (UDP-glucose 6-dehydrogenase)	1.1.1.22
UXS1 (UDP- glucuronate decarboxylase)	4.1.1.35
UXE (UDP-arabinose 4-epimerase)	5.1.3.5
RHM (UDP-glucose 4,6-dehydratase)	4.2.1.76
UER1(3,5-Epimerase-4-reductase)	5.1.3.-, 1.1.1.-
PMM (Phosphomannomutase)	5.4.2.8
GMPP (Mannose-1-phosphate Guanylyltransferase)	2.7.7.13
GMDS (GDP-mannose 4,6-dehydratase)	4.2.1.47
TSTA3 (GDP-_L_-fucose synthase)	1.1.1.271
GPI (Glucose-6-phosphate isomerase)	5.3.1.9
GALE (UDP-glucose 4-epimerase)	5.1.3.2
UGE (UDP-glucuronate 4-epimerase)	5.1.3.6
AXS (UDP-apiose/xylose synthase)	AXS
Amylosucrase (1,4-α-D-glucan 4-α-D-glucosyltransferase-glucan)	2.4.1.14

The value of log2 (FC) was also used to analyze the expression of genes encoding enzymes for polysaccharide biosynthesis, and it showed that the expression levels of putative genes encoding AXS, GALE, GMDS, GPI, HK, PMM, SUS, TSTA3, UGDH, USP and UXE in the polysaccharide biosynthetic pathway were also upregulated significantly (Fig. 6). 

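The 22 enzymes of Table 3 were represented by their most abundant unigene in the way used for the saponin enzymes. None passed an adjusted p of 0.001 in edgeR, 12 higher and 1 lower passed 0.05, and DESeq2 called 10 higher and 1 lower. Adjusted over the list alone, 4 passed 0.001, and 12 higher and 2 lower ones passed 0.05. Of the enzymes the paper names, 6 were higher in callus with an edgeR adjusted p of 0.05 or less. SUS (CL4339.Contig1_All) rose from 1.37 ± 0.297 to 51.9 ± 29.4 FPKM, a log2 fold change of 5.26 (standard error 0.574, edgeR adjusted p = 0.00575), while its cluster had one of 2.22. AXS (CL7810.Contig1_All) rose from 25.2 ± 4.68 to 215 ± 32.9 FPKM, a log2 fold change of 3.09 (standard error 0.226, edgeR adjusted p = 0.00409). UGDH had a log2 fold change of 3.66, GMDS of 3.45, TSTA3 of 1.84 and UXE of 1.52, each with an edgeR adjusted p of 0.05 or less. The summed counts of the 22 unigenes assigned to UXE gave -0.15 (edgeR adjusted p = 0.624), with 9 tested unigenes higher and 9 lower, and 1 of the 22, the one reported, has a SwissProt match to this enzyme. HK, PMM and GPI were higher in callus with edgeR adjusted p values of 0.105, 0.138 and 0.153, and the leaf FPKM of HK was 0.747 ± 1.29. The most abundant of 152 unigenes that KEGG orthology assigns to USP, CL11909.Contig2_All, has a SwissProt match to an uncharacterized mitochondrial protein and 0, 930 and 854 counts in leaf replicates 1, 2 and 3. Its log2 fold change of -1.67 (edgeR adjusted p = 0.493) is therefore not taken as a value of USP. SwissProt names 19 of the 152 as this enzyme, a choice made after the values were seen. The most abundant of them, CL10890.Contig11_All, was at 0 FPKM in every leaf library and at 12.4 ± 2.95 FPKM in callus (edgeR adjusted p = 0.00519), but 4 of the 12 tested ones were higher and 8 lower, and their sum had a log2 fold change of -0.61 (edgeR adjusted p = 0.221). The largest fall was in scrK, which the paper does not name there, with a log2 fold change of -4.29 (edgeR adjusted p = 0.00371). With all unigenes of an enzyme summed, 7 of the enzymes the paper names were higher with an edgeR adjusted p of 0.05 or less. The 344 unigenes of all 22 enzymes had an adjusted p of 0.103 over 4 sets in camera of limma. Before adjustment this set was at 0.00261 under fry, at 0.154 with an estimated correlation and at 0.186 with any KEGG entry. From the log2 fold changes in Fig. 6 the paper states that these genes are upregulated, and it links this to the higher polysaccharide content of calli.

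**Figure D3:**
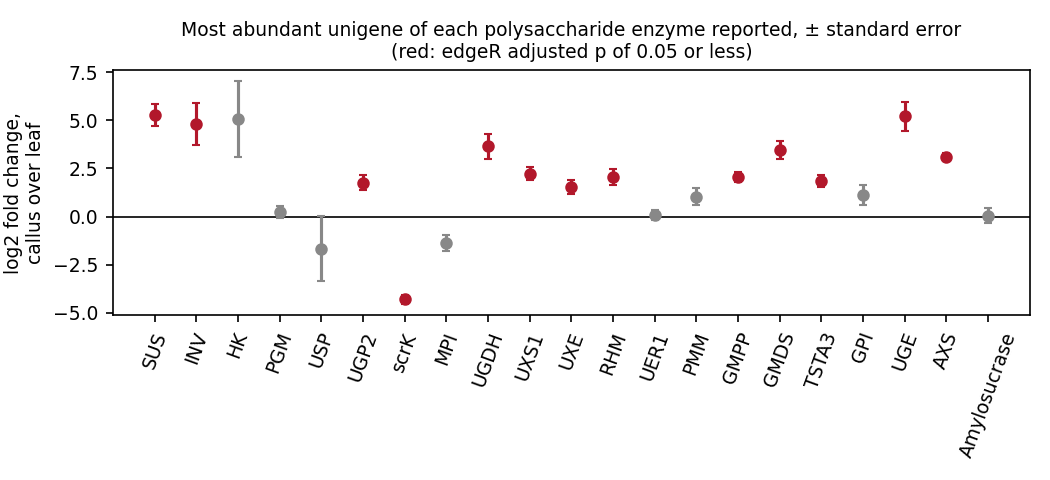
Log2 fold change of callus over leaf (vertical axis) of the most abundant unigene that KEGG orthology assigns to each polysaccharide enzyme reported here (horizontal axis), with its standard error from 3 leaf and 3 callus libraries. Red points have an edgeR adjusted p of 0.05 or less, and 12 of them lie above 0 and 1 below.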

The result of gene expression quantity is consistent with the fact that the content of total polysaccharides in calli is higher than that of leaves.

**Figure 6:**
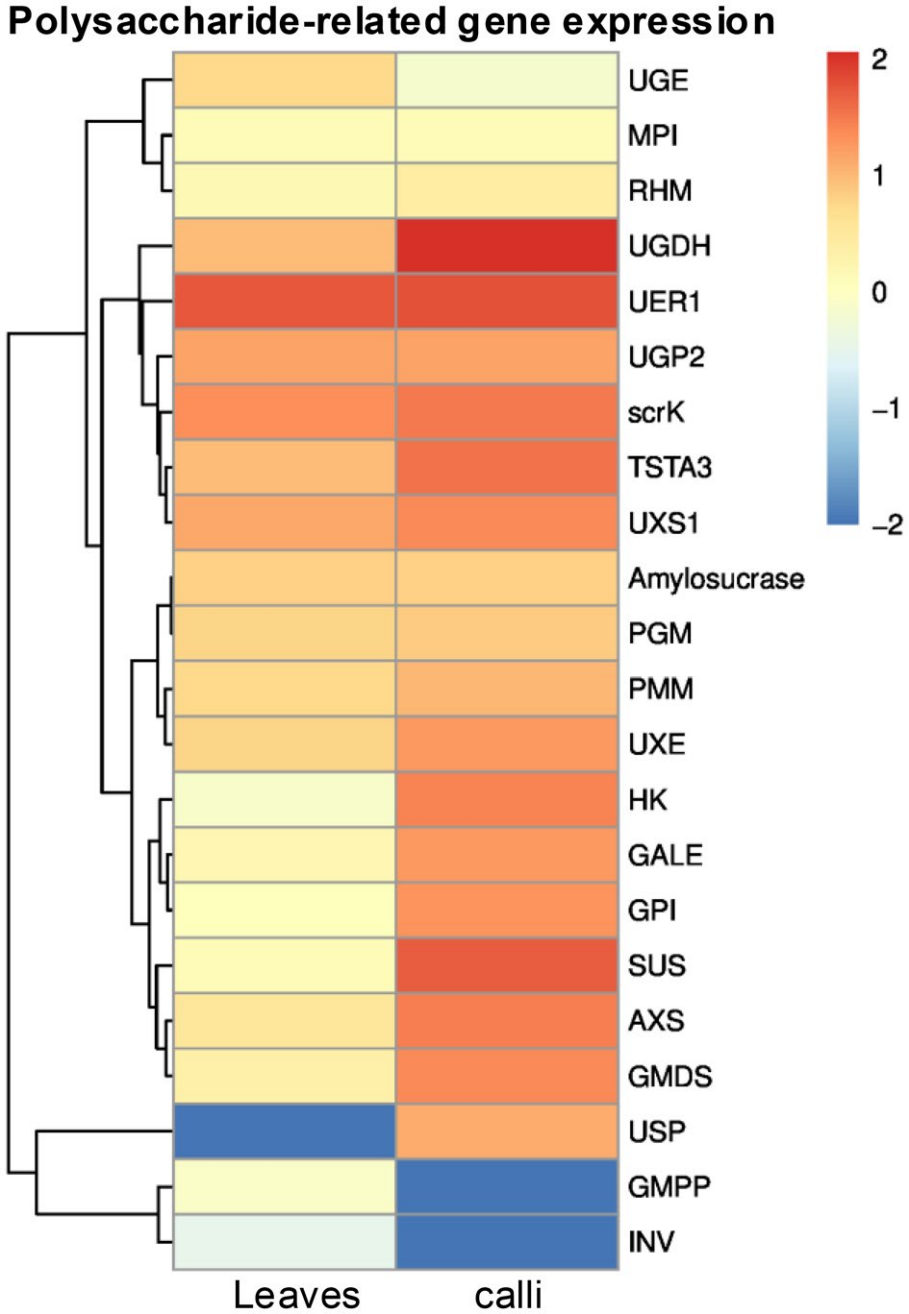
The expression levels of a single gene encoding an enzyme from each step of polysaccharides biosynthetic pathway in *P*. *grandiflorus* are shown. Red and green represent high and low expression levels, respectively.

### Detection of transcription factors

Transcription factors (TFs) can temporarily and spatially regulate the activity of target genes, and play a key role in plant development and response to the external environment^36–38^. A total of 3,153 candidate TFs were identified in the *P. grandiflorus* transcriptome database and classified into 57 different TF families (Fig. 7A), among these families that MYB family (326 unigenes) accounted for the largest proportion of TF families, followed by mTERF (286 unigenes), bHLH (200 unigenes), AP2-EREBP (185 unigenes), C3H (160 unigenes), ABI3VP1 (152 unigenes), NAC (132 unigenes), WRKY (130 unigenes), and FAR1 (118 unigenes). In these target TFs 1,542 were up-regulated and 1,444 were down-regulated in the calli versus leaves (Fig. 7B). 

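In the deposited annotation the family sizes were 326 for MYB, 286 for mTERF, 200 for bHLH and 185 for AP2-EREBP. AP2-EREBP had the highest median log2 fold change of callus over leaf among the 10 largest families, 1.45, with 115 of 150 tested unigenes higher in callus. mTERF had the lowest, -0.57, with 173 of 233 lower in callus. At an adjusted p of 0.05 or less in edgeR, 46 AP2-EREBP unigenes were higher and 7 lower, and 6 mTERF unigenes were higher and 44 lower. MYB was mixed, with 46 higher and 26 lower out of 238 tested.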

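Of the transcription factor unigenes, 0 were called higher and 0 lower in callus by edgeR at an adjusted p of 0.001 and a 2-fold change. At an adjusted p of 0.05 or less edgeR found 454 higher and 267 lower, and DESeq2 called 377 higher and 183 lower at the former thresholds. In the authors' deposited table, 1542 transcription factors have a log2 fold change above 0 and 1444 one below 0, whatever their q value, and 963 and 867 pass a q value of 0.001 and a 2-fold change. Without callus replicate 6 the edgeR count at an adjusted p of 0.05 fell to 25 higher and 16 lower, without callus replicate 5 to 72 and 40, and without callus replicate 4 to 244 and 132. Without leaf replicate 1 it was 463 higher and 263 lower. It was 397 and 203 without leaf replicate 2, and 469 and 259 without leaf replicate 3.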

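A transcription factor unigene was taken as found in a single tissue when its FPKM was above 0 in at least 1 library of that tissue and 0 in all 3 libraries of the other. By that rule 263 were found only in leaves and 197 only in callus. When a unigene was instead taken as found in a tissue at 3 or more counts summed over its libraries, in both tissues alike, the numbers were 290 and 252, since fewer than 3 counts in the other tissue then no longer count as found. Detection moved with the libraries used: the number found only in leaves was 345 without callus replicate 4 and 183 without leaf replicate 1, and that found only in callus was 284 without leaf replicate 3. The order of the tissues changed when a leaf library was left out, with 183 in leaves and 269 in callus without leaf replicate 1, 228 and 257 without leaf replicate 2, and 232 and 284 without leaf replicate 3. Of these unigenes 9.13% had fewer than 3 counts, and their median was 26.6 counts for leaves and 47.6 for callus. In the authors' deposited table, 77 detected transcription factors carry no log2 fold change. They have at most 4.96 counts over all 6 libraries, 54 of them are at 0 in callus and 23 are at 0 in leaves.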

We found that 54 candidate genes among transcription factors are expressed only in leaves, and 23 are expressed only in calli (Fig. 7C) (Supplementary Table S3).

**Figure 7:**
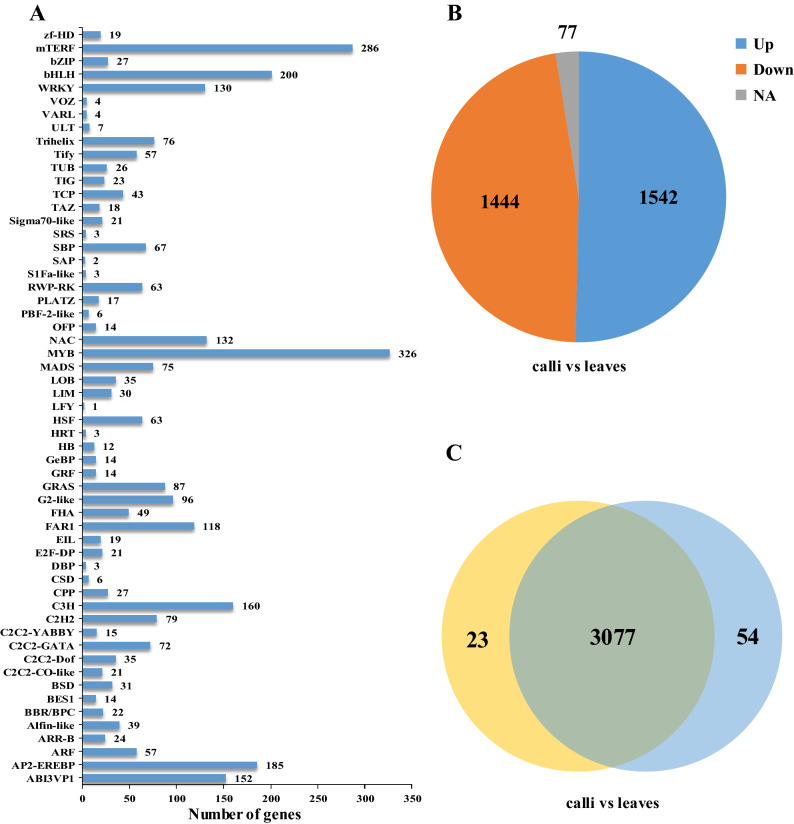
Transcription factors (TFs) expression analysis. (**A**) Classification of gene transcription factors’ family. (**B**) The expression level of TFs gene is different in calli vs. leaves, NA stands for expression only in calli or leaves. (**C**) Venn diagram of TFs gene expression in leaves and calli.

By KEGG pathway analysis it can be concluded that total 11 (4 Trihelix and 7 FHA) and 15 (3 bHLH, 6 C2H2, 3 Trihelix, 1 G2-like, 1 FHA and 1 VARL) TFs may relate to the biosynthesis of saponins and polysaccharides, respectively (Supplementary Table S4). It also found a Trihelix TF gene (Unigene26781_All) is co-expressed with the putative de-glucosylation enzyme gene (β-Glucosidase).

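Table S4 lists 11 transcription factor unigenes for saponins and 15 for polysaccharides. The test between callus and leaf covered 8 and 11 of them. Of the saponin unigenes 1 was higher and 7 were lower in callus, 4 with an edgeR adjusted p of 0.05 or less, and of the polysaccharide unigenes 7 were higher and 4 lower, 8 with an edgeR adjusted p of 0.05 or less. None passed 0.001 in edgeR. Adjusted over the list alone, 4 of the saponin unigenes and 11 of the polysaccharide unigenes passed 0.05. The study chose these unigenes on these libraries, so this is not independent evidence. Among the tested FHA unigenes, CL2785.Contig5_All had the largest fall, a log2 fold change of -3.34 (standard error 0.465, edgeR adjusted p = 0.00865). It is 1 of 4 near-identical contigs of a cluster that Table S4 lists separately for saponins, all lower in callus, and the counts summed over that cluster gave a log2 fold change of -1.64 (edgeR adjusted p = 0.00353). The FHA unigene Unigene74426_All was not tested, with 74 counts in leaves, 71 of them in leaf replicate 1, and 0 in callus. The SwissProt match of Unigene74426_All, of Unigene79343_All and of the 4 CL2785 contigs is a zeaxanthin epoxidase. CL3127.Contig5_All matches an F-box protein, Unigene58038_All (FHA) a trehalose-phosphate synthase and Unigene7998_All (VARL) a β-galactosidase. These listed unigenes are therefore transcription factors by their annotated family and not by their SwissProt match. Each tested log2 fold change had the direction that Table S4 gives.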

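Unigene26781_All was at 0.653 ± 1.03 FPKM in leaves and 4.10 ± 0.528 FPKM in callus (SD, 3 libraries each). Its counts in leaf replicates 1, 2 and 3 were 3.56, 56.0 and 0, and in callus replicates 4, 5 and 6 they were 115, 140 and 138. The log2 fold change was 2.58 (standard error 1.55, edgeR adjusted p = 0.258), so in edgeR with all 6 libraries the difference between the tissues was not distinguished from the spread of the leaf libraries. Without leaf replicate 2 the Unigene26781_All log2 fold change was 5.94 with an edgeR adjusted p of 0.0372, so that library decides the size of the difference and its side of 0.05. Without each of the other libraries the edgeR adjusted p was between 0.233 and 0.406. With limma on log2(FPKM + 1) the adjusted p was 0.0249, with limma on log2(FPKM + 0.01) it was 0.0980, and with DESeq2 it was 0.183. The callus libraries were all above the leaf libraries for this unigene. No correlation across libraries was computed, because the 6 libraries form separate groups of 3.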

## Discussion

Plant tissue culture is not only a method for plant rapid propagation, but also an ideal way for plant improvement, germplasm preservation and production of useful compounds. Studies have shown that compounds can be quickly obtained from callus of *Citrus junos* Siebold ex. Tanaka^39^ and *Ocimum basilicum* L.^18,19^. It was reported that there was high content of pentacyclic triterpenoids with anti-inflammatory and antinociceptive activities in callus of *Chaenomeles japonica* (Thunb.) Lindl. ex Spach^40^. So far, there’s no specific protocol for the callus induction of *P. grandiflorus*. The best callus induction plan of *P*. *grandiflorus* was screened out through experiments in this article, which filled the research gap, and provided a basis for the development and utilization of *P*. *grandiflorus* callus.

The contents of PE and PD in the phloem of *P*. *grandiflorus* is higher than that in the xylem like some other secondary compounds^41,42^, indicating that the phloem of *P*. *grandiflorus* may have the function to transport and store PD and PE. In addition, we found that the content of PE is the highest in leaves, while that in callus was lower than that in other organs. So, obtaining PE from leaves of *P*. *grandiflorus* is probably the best choice*.*

Studies have shown that PE converted to PD by removing two molecules of glycosyl group under the action of deglycosylated enzymes^18,19^. Since callus has much higher content of polysaccharides and PD, and lower content of PE than leaves, then we highly speculate that the active glycosyltransferase in the callus will catalyze the conversion of PE into PD, and the glucose groups were released to participate in the biosynthesis of polysaccharides. This process has a positive effect on the accumulation of polysaccharides in callus.

The number of unigenes is 152,777 of us versus 34,053 of Ma’s^16^. The average length and N50 values of genes in this study are also higher than those in Ma’s results (with the total average length of 936 bp and N50 of 1,661 bp)^16^, and the differences are mainly due to the different materials and sequencing platform used for RNA-Seq, and different sequencing depth. It was reported that endophytic bacteria are involved in secondary metabolite biosynthesis, which could be isolated from the interior of *P. grandiflorum*^43^, which means there might be genes in the endophytic bacteria encoding key enzymes catalyzing the formation of secondary metabolites^44^. So, the calli and leaves of *P. grandiflorum* are used as materials for RNA-Seq to avoid the residual RNA from endophytes. Transcriptome analysis were quite important methods to identify new genes in triterpenoid saponin biosynthetic pathway in *P. grandiflorum*. Besides, the difference in plant materials between Ma^16^ et al. and us. Many key enzymes involved in triterpenoid saponin biosynthesis were discovered in both studies, including HMGS, HMGR, FPPS, SS, SE, et al. However, UGTs cloned in Ma’s study catalyze the glucosylation; in our work, 3 unigenes or orthologous sequences (CL4020.Contig1_All, Unigene 1627_All and Unigene7900_All) were screened as candidate gene which can catalyze degradation of glycosyl group and convert PE to PD. Our research could supply more transcriptome data, and it is the first time to identify the candidate genes which that converts PE to PD in *P. grandifloras.*

Previous studies have shown TFs, such as the bHLH transcription factor AabHLH1 and AaMYC2 in *Artemisia annua* L., have effects on the primary and secondary metabolites of plants, that can effectively regulate the biosynthesis of artemisinin^45,46^, and the study has shown that the Trihelix family transcription factor BdTHX1 likely plays an important role in mixed-linkage glucan biosynthesis and restructuring by regulating the expression polysaccharide synthase related genes^47^. It was reported that Trihelix TF, responding to light signals, regulates the expression of downstream gene by calcium-dependent phosphorylation and dephosphorylation^48^. The expression level of a Trihelix TF gene (Unigene26781_All) is co-expressed with the putative deglucosylation enzyme gene (β-Glucosidase) in this study, which demonstrated that this Trihelix TF might sense the light signal, and influence the expression of the putative gene encoding β-Glucosidase, then modify and regulate the conversion of PE to PD. The discoveries of these TFs may have great potential value and broad application prospects in studying the regulation of terpenoid saponin and polysaccharide bio-synthesis in *P*. *grandiflorus*.

## Conclusions

A best protocol for calli induction of *P. grandiflorus* is that use the stem with nodes as explants, and take MS + NAA 1.0 mg/L + 6-BA 0.5 mg/L as the formula. We found that the content of PD and polysaccharide in callus is higher than that in the plant of *P*. *grandiflorus*, as well higher than that in the root which is traditional medicinal parts. Study also showed that PD content of calli is higher than that of leaves, which is in sharp contrast to PE content.

We performed comprehensive RNA-Seq analysis on the leaves and calli of *P. grandiflorus*, and were able to find the expression of many genes involved in triterpenoid saponins and polysaccharides which were co-expression with the content of corresponding metabolites. Three putative unigenes with high amino acid sequence identity were screened as orthologous sequences of candidate β-Glucosidase gene converting PE to PD, which is helpful to deeply understand the biosynthesis mechanism of triterpene saponins in *P*. *grandiflorus* at the molecular level. A total of 11 TFs were involved in regulating the biosynthesis of saponins, and 15 TFs were involved in carbohydrate metabolism were obtained.

In summary, our work may greatly help to promote the molecular biology research and improve the large-scale production of triterpene saponins and polysaccharides in *P. grandiflorus*.

## Methods

### Plant materials

Plants used in this experiment were identified as *Platycodon grandiflora* (Jacq.) A. DC.by expert who is major in plant identification, which were grown at 25 °C during day and 23 °C at night in the green house of Anhui University of Chinese Medicine, Anhui, China. The seedlings of *P*. *grandiflorus* were purchased from Bozhou Market of Traditional Chinese Medicine, Anhui Province, China. Specimen of *P*. *grandiflorus* in this study was deposited in the Herbarium of Anhui University of Chinese Medicine and the depository No. is 20,200,705. The explants used for callus induction and the materials used for metabolites determination and RNA-Seq are all from the same plantlets. Each sample in this study has three independent biological duplicates.

### Chemicals

Standard compounds of platycodin D (PD, > 98% purity) and platycodin E (PE, > 98% purity) were purchased from Chengdu Desite Biotech Co., Ltd. and Chengdu Push Bio-technology CO., Ltd., respectively. CTAB-PBIOZOL reagent was purchased from Bioflux. Acetonitrile and Methanol (HPLC grade) were purchased from Oceanpak. HPLC-grade water was prepared using laboratory water purification system from Pall Filter Co., Ltd. (Beijing, China). Plant growth regulators of 6-BA (6-Benzylaminopurine) and α-NAA (α-Naphthylacetic acid) were purchased from Beijing Solarbio Technology Co., Ltd. Chemicals for plant tissue culture were bought from Sinopharm group, and all other chemicals were of analytical grade.

### Calli induction of *Platycodon grandifloras*

In order to screen the optimal processes of inducing calli of *P*. *grandiflorus* included optimum explants, basic medium and plant growth regulators combination, a L_9_(3^4^) orthogonal experiment was carried out based on the documents and our previous study regardless of the interactions among factors (Supplementary Table S5). The best one was selected from basic media (Factor A) of B5, MS and WPM for *P*. *grandiflorus* calli induction. Leaves, stems with nodes and stems without nodes were used as explants (B), which are in the same batch with the materials used for content detection and RNA-Seq analysis. In order to select the optimal combination for calli induction of *P*. *grandiflorus*, plant growth regulator combinations with different concentrations of auxin and cytokinin were designed according to relevant literature. NAA (C) and 6-BA (D) were divided into three concentrations of 0.1 mg/L, 0.2 mg/L and 1.0 mg/L and 0.5 mg/L, 1.0 mg/L and 2.0 mg/L, respectively.

Basic medium B5 (Gamborg B5 Medium), MS (Murashige and Skoog Medium), WPM (Lloyd & McCown Woody Plant Basal Medium)^49^ stock solutions were prepared. The full media formulas were prepared according to the different proportions of components, and different concentrations of plant growth regulators. Finally, adjusted the pH of media to 5.6 ~ 6.0, followed by the addition of sucrose (30 g/L) and agar (7 g/L), then the media was sterilized by autoclaving at 121 °C for 30 min.

Explants of *P. grandiflorus* were rinsed and surface-sterilized, and rinsed 3–5 times with sterile distilled water. The sterile explants were dried, leaves were cut into 0.5 cm^2^ in size, and the stems were cut into pieces about 1 cm in length, then they were inoculated onto the media. Each group of explants were inoculated in 20 bottles with 3 pieces per bottle. The culture conditions were as follows: the photosynthetic photon flux density was 30 μmol/m^2^/s for 12 h/d, the culture temperature was (25 ± 1) °C, and the culture lasted for 50 d.

### Extraction of triterpenoid saponin D and E

Jaeyoung Kwon et al.^2^ found that PD degraded in the minimum at 40 °C in drying process, and suitable for detection. In this paper, all the organs of wild plants and tissue culture materials of *P*. *grandiflorus* were dried at 40 °C to constant weight and pulverized by a ball mill. Then accurately weighed the sample powders (each sample 0.5 g) and transferred them to a 50 mL of centrifuge tubes. After adding of 25 mL methanol, each sample solution was adjusted to the same weight and recorded the final weight followed by ultrasonic extraction lasting for 50 min. And the loss of solution occurring during ultrasonic extraction was compensated for by adding a certain amount of 100% methanol to the same weight. Finally, 20 mL of continuous filtrated to 2 mL for further use.

### HPLC quantitative analysis of saponin D and E from calli and organs of plants

All analyses of PD and PE contents were performed on an Agilent Series 1260 system (Agilent Technologies, Germany). Topsil C18 HPLC column (4.6 mm × 250 mm, 5 µm particle size) was used for chromatography. Elution was carried out using (A) water and (B) acetonitrile as a mobile phase. The ratio of A to B is 71: 29. The flow rate was 1.0 mL/min, the sample injection volume was 5 µL, and the column temperature was 30 °C. The Detection wavelength was 210 nm.

### Extraction and determination of total polysaccharide content

Polysaccharides extraction from *P*. *grandiflorus* and determination were performed by the methods reported previously with a few modifications^50^. All the samples were dried at 40 °C to constant weight and milled to powder. Accurately weighed samples (0.5 g each sample), and added 50 mL distilled water to mix evenly. Subsequently, weighed the mixture solution and allowed it to stand for 30 min, and then refluxed and extracted in a boiling water bath for 1 h. When the solution was cold, the loss of the solutions was compensated by adding distilled water, then shook and filtered it. Precisely took 10 mL of the filtrate and evaporated it, added 2 mL distilled water to dissolve the evaporated sample and then mixed the solution with 10 mL of absolute ethanol to dissolve for 24 h. After centrifugation at 4000 g for 10 min, removed the supernatant and washed the precipitate 3 times with 85% ethanol. Then the precipitate was dissolved in 50 mL of water and shook intermittently and solution for test was obtained. 1 mL of each raw material was used to determine the total polysaccharide content by the improved sulfuric acid phenol method.

The standard glucose solution (0.3 mg/mL) was prepared as follows: glucose of 7.5 mg in chromatographic grade was dissolved in distilled water and diluted to a constant volume of 25 mL. Gradient solutions were prepared by transferring 0.1, 0.2, 0.3, 0.4, 0.5, 0.6, 0.7 mL of standard glucose solution to the test tubes and added distilled water to a constant volume of 1 mL. Phenol sulfate method was used to determine and draw the standard curve, and the absorbance were measured at 486 nm using spectrophotometer.

### RNA extraction

Total RNA was purified by CTAB-PBIOZOL reagent as extraction solution from leaves and calli of *P*. *grandiflorus*. Around 80 mg samples were ground into powder in liquid nitrogen and transferred to tubes containing 1.5 mL of preheated 65 °C CTAB-pBIOZOL reagents. The samples were incubated by Solarbio mixer for 15 min at 65 °C to make the nucleoprotein complexes in the samples completely dissolved. After centrifugation at 12,000 g at 4 °C for 5 min, the supernatants were mixed with 400 µL of chloroform per 1.5 mL of extraction solution and centrifuged at 12,000 g for 10 min at 4 °C. After centrifuge, the supernatants were transferred to a new 2.0 mL test tubes containing 700 µL acidic phenol and 200 uL chloroform followed by centrifuging at 12,000 g for 10 min at 4 °C. Subsequently, the aqueous phase of each sample was mixed with an equal volume of chloroform before centrifuging at 12,000 g for 10 min at 4 °C. The supernatants were mixed with an equal volume of isopropyl alcohol and placed in − 20 °C for 2 h to precipitate, then centrifuged at 12,000 g for 20 min at 4 °C, and the supernatants were removed. After washing twice with 1 mL of 75% ethanol, they were dried in the bio-safety cabinet, and dissolved with 50 µL of sterilized DEPC-treated water. Finally, total RNA of each samples was qualified and quantified by a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, MA, USA).

### Construction of cDNA and RNA-Seq libraries and sequencing

Oligo(dT) attached magnetic beads were used to purified mRNA from leaves and calli of *P*. *grandiflorus* in three replicates by eliminating rRNA and tRNA in the total RNA. Purified mRNA was fragmented into small pieces with fragment buffer at appropriate temperature. Then, First-strand cDNA was generated by random hexamer-primed reverse transcription, followed by a second-strand cDNA synthesis. After that, RNA Index Adapters and A-Tailing Mix were added by incubating to end repair. The fragments of cDNA obtained from previous steps were amplified by PCR, and the PCR products were purified by Ampure XP Beads, and dissolved in EB solution. The products were validated on the Agilent Technologies 2100 bioanalyzer for quality control. The double stranded PCR products obtained from previous steps were denatured by heating and circularized by the splint oligo sequence to get the final library, and the single stranded circular DNA (ssCir DNA) was formatted as the final library.

The constructional final six libraries were further amplified with phi29 to make DNA nanoball (DNB), each molecular of which had more than 300 copies, DNBs were loaded into the patterned nano-array and paired-end of 150 bp base reads were generated on BGIseq 500 platform (BGI-Shenzhen, China).

### De novo transcriptome assembly and unigenes annotation

After sequencing, raw data were obtained, and low-quality, joint contamination and unknown base N were filtered by software SOAPnuke (version 1.4.0) to generate clean data. The filtered data which is called clean reads were de novo transcriptome assembled using Trinity software (version 2.0.6). The acquired full-length transcripts for alternatively splicing isoforms were obtained by splicing transcripts corresponding to paralogous genes, then the redundant transcripts were removed by TGICL (version 2.06, parameters: − 1 30 –v 35) to acquire non-redundant sequences which called unigenes. TransDecoder software (Version 3.0.1, parameters: default) was used to identify candidate coding regions in unigene^51^.

The assembled unigenes were subjected to databases as KEGG (Kyoto Encyclopedia of Genes and Genomes), NT (NCBI non-redundant nucleotide sequence), NR (NCBI non-redundant protein sequences), SwissProt (a manually annotated and reviewed protein sequence database) and KOG (Clusters of Eukaryotic Orthologous Groups) by Blast software (version 2.2.23)^52^ with default parameters (under a threshold E-value ≤ 10–5) to get the functional annotations. Ultimately, GO (Gene Ontology) annotations and functional classifications were obtained using Blast2GO program (version 2.5.0, E-value ≤ 10–6)^53^ based on NR annotations.

### Identification of differentially expressed genes (DEGs)

All clean reads from all samples were aligned to unigene sets using Bowtie2 (V2.2.5) with default settings^54^. The expression level of genes were calculated by RSEM (v1.2.8) ^55^ and normalized to fragments per kilobase of transcript per million (FPKM). DEseq2 (v1.4.5)^56^ was used to detect DEGs (Different expressed genes) with Q value (adjust P value) < 0.001, Unigenes showing differential expression between two issue types (leaf vs callus) at fold change ≥ 2 or ≤ -2, and a false discovery rate (FDR) ≤ 0.001 was identified as DEGs using the Posisson distribution method^57^. The identified DEGs were subsequently carried into GO and KEGG enrichment with Phyper in R package by Q value ≤ 0.05 as default. The heatmap was drawn by pheatmap (v1.0.8)^56^ according to the gene expression in different samples.

### Analysis of genes involved in saponin and polysaccharide biosynthesis.

According to the KEGG annotation results and official classification, we classified the differential genes in biological pathways, and used the phyper function in R software to perform enrichment analysis, calculated the p-value, and then performed FDR correction on the p-value. Generally, functions with Q-value ≤ 0.05 are considered significant enrichment (https://en.wikipedia.org/wiki/Hypergeometric_distribution). The logarithm of normalization of average FPKM and 0.01 (avoiding the value of FPKM is zero) was used to measure the expression level of each gene in leaf and callus. The comparison of conserve motif between putative candidate gene and the target gene was performed based on the results of MEME (http://meme-suite.org/tools/meme) analysis.

### Real-time quantitative PCR analysis

In order to verify RNA-Seq data, real-time quantitative PCR analysis was performed. Collected leaves and calli samples (each in three independent biological duplicates), which is same to RNA-Seq, and promptly frozen in liquid nitrogen and stored at − 80 °C. Total RNA was extracted according to the previous RNA extraction method. 0.5 μg of RNA was used to synthesize the cDNA using FastKing RT Kit (Tiangen, China). Real-time quantitative PCR analysis was conducted by using SuperReal PreMix Plus (Tiangen, China) on the LightCycle480 machine (Roche, Switzerland). The primer sequences of genes were designed by Primer Premier (version 5.0) (Supplementary Table S6). Housekeeping gene 18sRNA of *P*. *grandiflorus* was used as internal reference gene. The data from real-time quantitative PCR was statistical analyzed by the 2^−ΔΔCt^ approach.

### Analysis of transcription factors

ORFs (open reading frames) of unigenes were mapped to TF protein domain in PlnTFDB (plant TF database) based on BlastTX (E-value ≤ 1e−5) using Hmmsearch method^53^. High-expressing IFs corresponding to the saponin and polysaccharide were selected by comparing the value of log2(FC) of each IF in samples.

### Statistical analysis

All experiments in this study were performed with three independent biological duplicates including RNA-Seq and HPLC analysis, and the data are expressed as the mean ± standard deviation (SD) of three duplicates. The tissue culture data were analyzed by orthogonal experimental analysis, and the statistical differences of saponin D, E and polysaccharide contents among different samples, and the significance of difference from different factors on calli induction were analyzed using analysis of one-way and two-way variance (ANOVA) by SPSS software package (version 17.0), respectively. Values at P ≤ 0.01 were considered statistically significant difference.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Information 10.

Supplementary Information 11.

## Data Availability

The datasets generated and analyzed during the current study are available in the [GEO] repository, [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153777].

## Abbreviations

AACT: Acetoacetyl-coenzyme A
6-BA: 6-Benzylaminopurine
Amylosucrase: 1,4-α-D-glucan-4-α-D-glucosyltransferase-glucan
AXS: UDP-apiose/xylose synthase
B5: Gamborg B5 Medium
CAS: Cycloartenol synthase
CMK: 4-Diphosphocytidyl-2-C-methyl-D-erythritol kinase
CMS: 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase (4-diphosphocytidyl-2C-methyl-D-erythritol synthase)
DXR: 1-Deoxy-D-xylulose 5-phosphate reductoisomerase
DXS: 1-Deoxy-D-xylulose 5-phosphate synthase
FPPS: Farnesyl-diphosphate synthase
GALE: UDP-glucose 4-epimerase
GMDS: GDP-mannose-4,6-dehydratase
GMPP: Mannose-1-phosphate Guanylyltransferase
GPI: Glucose-6-phosphate isomerase
GPPS: Geranylgeranyl pyrophosphate synthase
HDR: 4-Hydroxy-3-methylbut-2-enyl diphosphate reductase
HDS: (E)-4-hydroxy-3-methylbut-2-enyl-diphosphate synthase
HK: Hexokinase
HMGR: 3-Hydroxy-3-methylglutaryl-coenzyme A reductase
HMGS: Hydroxymethyl glutaryl-CoA synthase
IDI: Sopentenyl-diphosphate Delta-isomerase
INV: Isopentenyl-diphosphate Delta-isomerase
LS: Lupeol synthase
MCS: 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase
MEP/DOXP: Non-mevalonate pathway
MPI: Mannose-6-phosphate isomerase
MS: Murashige & Skoog Medium
MVA: Mevalonic acid pathway
MVD: Mevalonate diphosphate decarboxylase
MVK: Mevalonate kinase
PD: Platycodin D
PE: Platycoside E
PGM: Phosphoglucomutase
PGPS: *Platycodon grandiflorus* Polysaccharides
PMK: Phosphomevalonate kinase
PMM: Phosphomevalonate kinase
RHM: UDP-glucose-4,6-dehydratase
SacA: β-Fructofuranosidase
ScrA: Sucrose-specific enzyme II
ScrK: Fructokinase
SE: Squalene epoxidase
SS: Squalene synthase
SUS: Sucrose synthase
TSTA3: GDP-L-fucose synthase
UER1: 3,5-Epimerase-4-reductase
UGDH: UDP-glucose-6-dehydrogenase
UGE: UDP-glucuronate 4-epimerase
UGE: UDP-glucuronate 4-epimerase
UGP2: UTP-glucose-1-phosphate Uridylyltransferase
USP: UDP-sugar pyrophosphorylase
UXE: UDP-arabinose-4-epimerase
UXS1: UDP-glucuronate decarboxylase
WPM: Lloyd & McCown Woody Plant Basal Medium
α-NAA: α-Naphthylacetic acid
β-A28O: Isolate CYP716A140 beta-amyrin 28-oxidase
β-AS: Beta-amyrin synthase

# Supplementary material for: A candidate gene identified in converting platycoside E to platycodin D from Platycodon grandiflorus by transcriptome and main metabolites analysis
**Source:** Sci Rep. 2021 May 7;11:9810. doi: 10.1038/s41598-021-89294-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary information**

**Supplementary Figure S1.** Predicted polysaccharide biosynthetic pathways in *P. grandiflorus*. Arrows with solid lines represent the identified enzymatic reactions, and arrows with dashed lines represent multiple enzymatic reactions through multiple steps.

**Supplementary Figure S2.** Calli induced from *P. grandiflorus* explants.

**Supplementary Figure S3.** The quality of the assembled transcripts was evaluated using a single-copy orthologous database, BUSCO.

**Supplementary Figure S4.** KEGG pathway annotated classification results of differential expression genes (DEGs).

**Supplementary Table S1.** The contents of platycoside E, platycodin D and polysaccharides among samples.

**Supplementary Table S2.** Table of unigenes information from RNA-Seq.

**Supplementary Table S3.** Table of differential expression transcription factors.

**Supplementary Table S4.** Differential expression of transcription factors involved in the metabolism of saponins and polysaccharides.

**Supplementary Table S5.** Design of the header for orthogonal experiment of induced callus.

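Table S6 pairs each primer with a unigene name. The forward and reverse primers listed for Unigene1627_All are the same as those listed for Unigene7900_All, so the PCR values of these 2 unigenes come from primers with identical sequences. The primers listed for CL4020.Contig1_All and CL3189.Contig2_All are each listed once. The values of that table are relative amounts from real-time PCR scaled to 18S rRNA.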

**Supplementary Table S6.** The primer sequences and results of real-time quantitative PCR for the putative gene sequences.

How the deposited data were processed for this re-analysis (not part of the article)

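RNA-seq data of 6 libraries were used, 3 of leaves and 3 of callus of *P. grandiflorus*, with tissue and replicate taken from the sample labels and the legend of Table S2. The authors filtered the reads, assembled them into unigenes with Trinity, removed redundancy with TGICL, aligned the clean reads to the unigenes with Bowtie2 and estimated expression with RSEM. The deposited expected counts are RSEM's estimates of read pairs per unigene without normalization, and the deposited FPKM and TPM values divide them by effective length and library total. The authors' deposited table also holds annotation, their log2 fold change of callus over leaf, and their p-value and q-value, and its pooled averages were not used for tests. TPM was not used. Reads matching several contigs were shared among them before deposition, so values of near-identical contigs of a cluster are less certain than their sum. All columns of per-library values used were mapped to a sample. Libraries were compared pairwise by a chi-square statistic of their counts, and none was found to be a copy of another.

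From the expected counts, rounded to whole numbers, edgeR 4.0.16 in R 4.3.3 was run with TMM scaling, its filter on low counts, default quasi-likelihood settings and Benjamini-Hochberg adjustment. A unigene was called at an adjusted p of 0.001 or less and at least a 2-fold change, the thresholds of the paper's methods. This test, its samples and the list of alternatives were fixed before the data were examined. It called 0 unigenes, and this count is reported as the main result. DESeq2 1.42.0 was an alternative, and gave no adjusted p for 61285 of 143094 unigenes, which stay without one. limma 3.58.1 with a trend was run on log2(FPKM + 0.01) and log2(FPKM + 1), over unigenes with FPKM above 0 in at least 3 libraries, a filter that the list of alternatives did not state. Further alternatives were DESeq2's size factors in edgeR, no filter, counts summed over the contigs of each cluster, each library left out in turn, an adjusted p of 0.05 without a fold minimum, assignment by any KEGG entry and enzyme counts summed over unigenes. After edgeR was seen to call 0 unigenes, its robust and its non-legacy settings were added, and after peanut-matching unigenes were seen in leaf replicate 1, a fit without them was added.

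Gene sets were tested with camera of limma at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Unigenes were assigned to the 23 enzymes of Table 2 and the 22 enzymes of Table 3 by KEGG orthology numbers written down by hand. The numbers for β-A28O and LS were corrected after the annotation was seen. The values of 1 polysaccharide enzyme are counted in the totals and are not reported here. Each enzyme is represented by its assigned unigene with the highest mean FPKM over the 6 libraries. KEGG orthology alone assigned some unigenes whose SwissProt match is another protein, and for 6 of 45 enzymes (β-A28O, LS, IDI, β-Glucosidase, INV and USP) the representative has no SwissProt match that carries the enzyme's name. After this was seen, the most abundant unigene and the sum were also taken over the unigenes with a match of that name. For Amylosucrase a match to a sucrose-phosphate synthase was counted as the name, and its representative CL1969.Contig1_All has such a match. The counts of called enzymes and the set tests keep the assignment fixed before. They carry the limit that some assigned unigenes match another protein.

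The unigenes named in the text follow a rule fixed before the data were examined. It takes every unigene that the paper names or lists in Table S4, the representative unigene of each enzyme, and the 5 largest rises and 5 largest falls among called unigenes with at least 10 FPKM in the higher tissue. The last part named 0 unigenes because 0 were called. The values of Tables S4 and S6 and part of Table S2 had been seen when the rule was written. A fold change against a tissue with 0 counts in all its libraries is given as a lower bound against 3 counts over the group.

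The tests were tried on simulated counts for callus against leaf, drawn from the means and library sizes of these libraries with 200 unigenes changed. The first trial, at a 4-fold change and the spread estimated for each unigene, recovered 0 of 200 among 61902 unigenes, and the trial was then widened to 3 levels of spread and to 16-fold and 64-fold changes, all of which are kept. At that spread edgeR also recovered 0 of 200 at 16-fold among 61860 and 0 of 200 at 64-fold among 61755 unigenes. With the trended spread it recovered 0, 56 and 141 of 200 at 4-fold, 16-fold and 64-fold among 62700, 62659 and 62788 unigenes. With a dispersion of 0.01 it recovered 195, 200 and 200 among 65044, 65027 and 65035 unigenes, with at most 1 false call. The sizes of the libraries, between 17963458 and 19444638 counts, limit what can be seen of rare unigenes. Other tools were Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. HPLC and polysaccharide contents, tissue culture, BUSCO and motif results were not analysed here. The authors' GC content, SSRs and coding sequences were not analysed here either.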

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

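The test of database matches was chosen after the result was seen, and the test of other legume genera was written before its result was seen.

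Unigenes whose best matches in both NR and NT are to peanut (Arachis) took 0.879% of the counts of leaf replicate 1, against 0.0614% in leaf replicate 2, 0.0340% in leaf replicate 3 and at most 0.00409% in the callus libraries. The paper does not discuss these unigenes. There are 4378 of them, and 4003 were detected in leaf replicate 1, 1068 in leaf replicate 2 and 11 in leaf replicate 3. A candidate explanation is RNA of a legume, a family to which *P. grandiflorus* does not belong, in leaf replicate 1. Of the annotated unigenes found only in leaf replicate 1 with at least 20 counts, 36.2% match peanut, against 0% for leaf replicate 2 and 0.231% for leaf replicate 3. This comparison restates that peanut-matching unigenes were seen mostly in that library, so it does not decide the explanation. A difference between the plants in genes conserved in legumes was the other explanation tested. The median log2 ratio of leaf replicate 1 to leaf replicate 3 was 0 over 95 unigenes matching other legume genera and 1.94 over 1405 unigenes matching peanut. A median of exactly 0 can come from unigenes without counts in both libraries, so it does not decide this. Library size does not separate leaf replicate 1 in this way, since its total lies between those of the other leaf libraries. Both explanations stay open.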

How the results depend on the processing

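The robust and non-legacy settings of edgeR, the fit without peanut-matching unigenes and the choice of unigenes by SwissProt name were chosen after the results were seen, and the other alternatives were fixed before.

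The number of unigenes called at an adjusted p of 0.001 and a 2-fold change was 0 higher and 0 lower in edgeR, and also with DESeq2 size factors, with robust edgeR and without each library in turn, where the smallest adjusted p of each fit lay above 0.001. The fit without peanut-matching unigenes tested 66302 unigenes in place of 66307, which is too small a change to test this count. Unigenes called higher in callus numbered 7772 with DESeq2, 1 with no filter, 23 with limma on log2(FPKM + 0.01), 988 with limma on log2(FPKM + 1), 369 with counts summed over clusters, 100 with edgeR non-legacy and 9417 at adjusted p 0.05 without a fold minimum. Unigenes called lower in callus numbered 5736, 0, 2, 399, 445, 36 and 8160 in the same order. The cause was not tested. For DESeq2 the simulated callus against leaf comparison gave 94 false calls among 66301 unigenes with the spread estimated for each unigene, 1 among 66307 with the trended spread and 0 among 66307 with a low dispersion.

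Transcription factor unigenes called higher in callus numbered 377 with DESeq2, 1 with limma on log2(FPKM + 0.01), 37 with limma on log2(FPKM + 1), 16 with counts summed over clusters, 4 with edgeR non-legacy and 454 at adjusted p 0.05. Transcription factor unigenes called lower in callus numbered 183 with DESeq2, 12 with limma on log2(FPKM + 1), 12 with counts summed over clusters and 267 at adjusted p 0.05. The cause was not tested.

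The saponin enzymes called higher in callus numbered 8 with DESeq2 and 8 at adjusted p 0.05, and those called lower numbered 4 with DESeq2, 1 with limma on log2(FPKM + 1), 2 with counts summed over clusters and 7 at adjusted p 0.05. Polysaccharide enzymes called higher in callus numbered 10 with DESeq2, 1 with limma on log2(FPKM + 1) and 12 at adjusted p 0.05. The number called lower was 1 with DESeq2, limma on log2(FPKM + 1), counts summed over clusters, edgeR non-legacy and adjusted p 0.05. Why these counts moved was not tested, so the cause was not tested. With the SwissProt-named unigene of each enzyme, 0 saponin and 0 polysaccharide enzymes were called in edgeR, as in the assignment by KEGG orthology.

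The CL3189.Contig2_All log2 fold change passed the threshold at 12.39 with DESeq2, 4.79 with limma on log2(FPKM + 1) and 7.26 with counts summed over clusters, the cause was not tested, and these fitted values depend on how a tissue at 0 counts is handled. The directions of CL4020.Contig1_All, Unigene1627_All, Unigene7900_All and Unigene26781_All were kept under every alternative, with the value of Unigene26781_All without leaf replicate 2 at 5.94 against 2.58. The edgeR adjusted p of CL4020.Contig1_All, Unigene1627_All and Unigene7900_All did not stay on its side of 0.05 when libraries were left out.

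Set tests were compared by their unadjusted p from camera or fry. The MEP pathway set test weakened to 0.0796 with camera at an estimated correlation. The MVA pathway set test passed 0.05 at 0.00868 with counts summed over clusters and at 0.00158 with fry. The polysaccharide enzyme set test passed it at 0.0335 with limma on log2(FPKM + 1), at 0.0253 with counts summed over clusters and at 0.00261 with fry, and leaving out each library gave values between 0.0477 and 0.118, the lowest without leaf replicate 2. The photosynthesis set test stayed lower in callus, at 0.0130 with an estimated correlation and 1.08e-04 with fry. The cause was not tested.

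Unigenes that KEGG orthology assigns to 5 enzymes changed sign. Of the remaining values of single unigenes and pathway counts under an alternative, 901 kept their direction and their side of the threshold and 40 of single unigenes newly passed it, while 1 pathway count moved, that of amino sugar and nucleotide sugar metabolism from 869 by the first KEGG entry to 1393 by any entry. The CL9457.Contig1_All log2 fold change (assigned to IDI, with a SwissProt match to another protein) ranged from -0.013 to 0.33 with each library left out, the lowest without leaf replicate 1. The CL11373.Contig1_All log2 fold change (PGM) ranged from -0.032 to 0.49, lowest without callus replicate 4. The Unigene23754_All log2 fold change (UER1) ranged from -0.11 to 0.30, lowest without leaf replicate 1. The CL1969.Contig1_All log2 fold change (assigned to Amylosucrase, with a SwissProt match to a sucrose-phosphate synthase) was -0.53 with counts summed over clusters. It ranged from -0.21 to 0.60 with each library left out. The CL11909.Contig2_All log2 fold change (assigned to USP, with a SwissProt match to another protein) was 1.52 with limma on log2(FPKM + 0.01) and -1.67 in edgeR. The cause was not tested.

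Transcription factor unigenes detected only in leaves numbered between 183 and 345, and transcription factor unigenes detected only in callus between 181 and 284, with each library left out. Without each leaf library in turn the number in callus was the larger one. No paired analysis was possible because the leaf and callus libraries share no replicate number. Depth limits rare unigenes, and Unigene7900_All rests on 21.5 counts in all leaf libraries together.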

Differences from the paper's values

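No test here was chosen to bring a value closer to the paper's, and the robust and non-legacy settings of edgeR, which reach none of the paper's values below, were chosen after the results were seen.

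The paper gives 22842 unigenes with a KEGG pathway, and 36491 were found by the first entry and 40794 by any entry. The alternative of any entry, set before the data were examined, also differs. In the authors' deposited table, 22903 unigenes with any entry pass a q value of 0.001 and a 2-fold change. The paper's 864, 4441, 1148 and 765 unigenes of the terpenoid, carbohydrate, starch and sucrose, and amino sugar pathways equal the counts of that table at the same thresholds. By the first entry 1246, 6244, 1557 and 869 annotated unigenes were found, and by any entry 1457, 7791, 1999 and 1393, which lie further from the paper's numbers.

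The paper gives 1542 transcription factors up-regulated and 1444 down-regulated in calli, and 0 and 0 were called here in edgeR. Every alternative set before the data were examined also differs, with 377 and 183 in DESeq2 and 454 and 267 at an adjusted p of 0.05 without a fold minimum. At the thresholds of the paper's methods, limma on log2(FPKM + 1) called 37 and 12, limma on log2(FPKM + 0.01) 1 and 0, and counts summed over clusters 16 and 12. The non-legacy setting of edgeR, chosen after seeing the values, called 4 and 0. The sign of the log2 fold change in the authors' deposited table, without a threshold on q, gives 1542 and 1444.

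The paper gives 54 transcription factors expressed only in leaves and 23 only in calli, and 263 and 197 were found here. All alternatives set before the data were examined differ as well, with the number for leaves between 183 and 345 with each library left out and 290 when 3 or more counts over a tissue were required in both tissues. The authors' deposited table has 54 and 23 among the transcription factors that carry no log2 fold change.

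On the log2 scale the paper's PCR value of CL4020.Contig1_All is 0.53, with a PCR error of 0.174, and the value here is 0.87. Counts summed over clusters give 0.62, which falls within the paper's, and the other alternatives set before the data were examined do not. The paper's PCR value of CL3189.Contig2_All is 1.27, and the lower bound here is 9.86. For Unigene7900_All the paper's 2.25 falls within the replicate spread of 2.93, except without leaf replicate 3.

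The paper states that β-AS, β-Glucosidase and USP are up-regulated. The most abundant unigene that KEGG orthology assigns to β-AS and β-Glucosidase had a negative log2 fold change here, -2.85 and -0.48, and the most abundant β-glucosidase by SwissProt name, chosen after seeing the values, had -0.87. Summing all assigned unigenes gave 0.22 and 0.95, and summing those with a SwissProt match of the enzyme's name, also chosen after seeing the values, gave -0.31 and 0.69. For USP the most abundant assigned unigene is another protein by its SwissProt match. The sums were -0.25 over all assigned unigenes and -0.61 over those named as USP, and the most abundant of the latter, CL10890.Contig11_All, was higher in callus. Across the 10 saponin enzymes the paper names, 8 were higher here. The paper calls these changes significant, and none passed an adjusted p of 0.001 in edgeR. DESeq2, set before the data were examined, called 8 of the 23 saponin and 10 of the 22 polysaccharide enzymes higher, among them HMGR, MVK, MVD, FPPS and β-A28O and SUS, UGDH, GMDS, TSTA3 and AXS of those the paper names. Of the unigenes chosen by SwissProt name after seeing the values, those of IDI (CL6253.Contig1_All) and USP (CL10890.Contig11_All) also passed an adjusted p of 0.001 in DESeq2. With limma on log2(FPKM + 1), AXS was the 1 polysaccharide enzyme called higher.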

Other observations

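The tests of library size, of the number called after summing clusters, of the leaf-only count without peanut-matching unigenes, of low counts and of other splits were chosen after the results were seen, and the tests of contig pairs and of leaf correlations without peanut-matching unigenes were written before.

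The leaf libraries were less alike than the callus libraries, with a mean correlation across unigenes of 0.820 against 0.956. A difference in library size is argued against, as the median leaf total was 97.9% of the median callus total. Peanut-matching unigenes are argued against, since without them the mean correlation of leaf pairs was 0.822. Reads split differently between near-identical contigs of a cluster were predicted, before the test, to make contig pairs move in opposite directions between leaf libraries in over 50% of pairs. The value was 49.6%, against 45.8% between callus libraries, so that prediction was not met. The single pairs of leaf libraries gave between 48.9% and 50.2%, a range read only after the pooled value, and it lies on both sides of 50%, so this explanation cannot be told apart from others. Summed over clusters the correlations were higher, between 0.921 and 0.942 in leaves and between 0.975 and 0.990 in callus. Biological differences between the leaf samples stay open and were not tested.

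No unigene passed an adjusted p of 0.001 in edgeR, and 814 clusters did when counts were summed over clusters. That number may reflect reads split between near-identical contigs, but summing also tests fewer features with more counts each, and these cannot be told apart. In the simulated comparison of callus against leaf with the spread estimated for each unigene, edgeR recovered 0 of 200 unigenes at 4-fold among 61902, 0 of 200 at 16-fold among 61860 and 0 of 200 at 64-fold among 61755. At a low dispersion of 0.01 it recovered 195 of 200 at 4-fold among 65044 unigenes with the same number of libraries, but the common biological coefficient of variation of these libraries was 0.753. With the trended spread it recovered 0 of 200 at 4-fold among 62700 unigenes. At that spread it recovered 56 of 200 at 16-fold among 62659 and 141 of 200 at 64-fold among 62788. With 3 libraries per tissue, a test at the spread estimated for each unigene may therefore make 0 calls even where unigenes differ by these folds. At the trended spread this held for the 4-fold change and not for the 16-fold and 64-fold changes. The difference between the tissues stays open as well.

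More transcription factor unigenes were found only in leaves (263) than only in callus (197). Without peanut-matching unigenes the leaf number was 209, still above the 197 of callus. The order itself rests on all 3 leaf libraries, as it reversed to 183 against 269 without leaf replicate 1, 228 against 257 without leaf replicate 2 and 232 against 284 without leaf replicate 3. Without a callus library the leaf number was larger, at up to 345, so the order follows the number of libraries in each tissue and this explanation cannot be told apart from others. Too few counts are argued against as the main reason that unigenes were found in a single tissue, because 9.13% of these 460 unigenes had fewer than 3 counts. The tissue itself stays an open explanation.

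Other splits of the 6 libraries into 3 and 3 were counted. The smallest share that 10 splits can give is 0.1, so this count could not exclude chance for any result, whatever it came to. As many as 10 of 10 splits gave as many called unigenes, called transcription factors, called saponin enzymes and called polysaccharide enzymes, since each count was 0 and so compares 0 with 0. For unigenes at an adjusted p of 0.05, for the MVA, the MEP and the photosynthesis set tests, 1 of 10 splits, the real one, was as large, and for the polysaccharide set test 2 of 10 were. The other splits still gave an unadjusted camera p between 2.87e-06 and 0.00884 for photosynthesis and between 0.00849 and 0.257 for MEP. A small p of these 2 sets alone therefore does not show that every label is right.

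The MEP enzymes were lower in callus for 7 of 7 enzymes, with a median log2 fold change of -1.21 over 25 unigenes. The text of the paper does not state this direction, but Fig. 5A, which covers each step of the pathway, may show it. It goes with the fall of the photosynthesis set, whose median log2 fold change was -1.54, and whether the difference between the MVA and MEP pathways is larger than chance was not tested. The tissue stays an open explanation, and no technical explanation was tested.

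In the authors' deposited table, the log2 fold change was compared for 100168 unigenes with counts in both tissues with the log2 ratio of the counts pooled over the 3 replicates of each tissue and divided by the pooled total of that tissue. The 99th percentile of the absolute difference was 2.71e-07. That table holds 24430 unigenes higher and 40222 lower in callus at a q value of 0.001 and a 2-fold change. The name of its q value column gives DEGseq as the source, while the paper's methods name DESeq2 and a Poisson method. These q values are therefore not taken as DESeq2 values, and whether they take the spread between replicates into account was not tested.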
